# Genome-wide identification of Hami melon miRNAs with putative roles during fruit development

**DOI:** 10.1371/journal.pone.0180600

**Published:** 2017-07-24

**Authors:** Hong Zhang, Lan Yin, Huaisong Wang, Guangzhi Wang, Xinli Ma, Meihua Li, Haibo Wu, Qiushi Fu, Yi Zhang, Hongping Yi

## Abstract

MicroRNAs represent a family of small endogenous, non-coding RNAs that play critical regulatory roles in plant growth, development, and environmental stress responses. Hami melon is famous for its attractive flavor and excellent nutritional value, however, the mechanisms underlying the fruit development and ripening remains largely unknown. Here, we performed small RNA sequencing to investigate the roles of miRNAs during Hami melon fruit development. Two batches of flesh samples were collected at four fruit development stages. Small RNA sequencing yielded a total of 54,553,424 raw reads from eight libraries. 113 conserved miRNAs belonging to 30 miRNA families and nine novel miRNAs comprising nine miRNA families were identified. The expression of 42 conserved miRNAs and three Hami melon-specific miRNAs significantly changed during fruit development. Furthermore, 484 and 124 melon genes were predicted as putative targets of 29 conserved and nine Hami melon-specific miRNA families, respectively. GO enrichment analysis were performed on target genes, “transcription, DNA-dependent”, “rRNA processing”, “oxidation reduction”, “signal transduction”, “regulation of transcription, DNA-dependent”, and “metabolic process” were the over-represented biological process terms. Cleavage sites of six target genes were validated using 5’ RACE. Our results present a comprehensive set of identification and characterization of Hami melon fruit miRNAs and their potential targets, which provide valuable basis towards understanding the regulatory mechanisms in programmed process of normal Hami fruit development and ripening. Specific miRNAs could be selected for further research and applications in breeding practices.

## Introduction

MicroRNAs are a class of endogenous noncoding small RNAs, 20–24 nucleotides (nt), which regulate gene expression at post-transcriptional levels via endonucleolytic cleavage or translational inhibition [1]. In plants, the primary miRNA transcripts are first transcribed by RNA polymerase II and processed by Dicer-like 1 to generate stem-loop miRNA:miRNA* duplex [2]. Then, the duplex disassociates and mature miRNAs are incorporated to the RNA-induced silencing complex. Argonaute proteins are a core component of this complex, which could bind to the small RNAs and enzymatically cleave the complementary mRNAs or inhibit its translation [1, 3].

Numerous evidences have pointed that miRNAs play vital roles in a myriad of biological processes in plants, such as growth and development, as well as responses to environmental stresses [4–6]. For instance, in both Arabidopsis and maize, miR156 and miR172 act antagonistically in developmental transitions through the regulation of their targets squamosa promoter binding protein-like (SPL) and apetala 2 (AP2) transcription factors, respectively [4, 7, 8]. miR160 is demonstrated to target auxin response factors (ARFs) to function in Arabidopsis root development [9, 10]. The expression of miR164 gradually declines with aging, leading to the enhancement of a NAM, ATAF, and CUC (NAC) transcription factor, which positively regulates aging-induced cell death in Arabidopsis leaves [11]. miR319 modulates the activity of TEOSINTE BRANCHED 1, cycloidea and PCF (TCP) transcription factors by controlling the fate of leaves and flowers growth, and its overexpression could cause plants to stay green much longer [4, 12]. Both miR159a and miR159b were verified to interact with an MYB transcription factor during the course of strawberry receptacle development [13]. miRNAs also play important roles in fleshy fruit development. miR156-SPL module is involved in meristem maintenance in the developing ovaries of tomato, controlling initial steps of fleshy fruit development and determinacy [14]. miR396 negatively regulates the fruit size and weight of tomato fruit [15]. In recent years, high-throughput sequencing has been used for the identification and expression profiling of miRNAs in many fruit crops, such as tomato [16–19], melon [20], apple [21], grape [22], strawberry [23], papaya [24], sweet orange [25], and pear [26]. As an established model system, the molecular mechanisms of tomato fruit development and ripening have been investigated through high-throughput sequencing. Many fruit development and ripening associated miRNAs were identified from tomato young green fruits and, lately, from several fruit developmental stages [17–19, 27]. miR156 and miR172 are identified to actively modulate the known ripening regulators, *COLORLESS NON-RIPENING (CNR)* and *AP2a*, respectively during tomato fruit ripening [19]. miR393 is identified to be involved in the initiation of fruit development by targeting TRANSPORT INHIBITOR RESPONSE 1 (TIR1) and its homologues [19].

Hami melon is an important horticultural fruit cultivated in the Xinjiang Uyghur Autonomous Region of China. It is popular with customers because of its large size, sugar content, fragrance, good taste and crispy flesh texture [28, 29]. Using Roche 454 pyrosequencing platform, Gonzalez-Ibeas et al [20] have previously identified conserved and melon-specific miRNAs from multiple melon tissues, including fruits, ovaries and cotyledons, and they investigated the roles of miRNAs in fruit development by comparing the differential expression profiles at two stages. With the genome of melon being decoded [30], the molecular research on melon is greatly accelerated. A close examination of the dynamic regulation of miRNAs during sequential stages of Hami melon fruit development would help us understand the molecular mechanisms of fruit development in Hami melon.

In the present study, the miRNA expression profiles of Hami melon at four fruit developmental stages were analyzed. We have obtained a total of 54,553,424 raw reads from the fruit, which allowed us to identify 113 conserved miRNAs belonging to 30 miRNA families and nine novel miRNAs comprising nine miRNA families. Furthermore, the potential target genes of miRNAs were predicted based on previously established rules in plants. This study provided a valuable resource to examine how global genome expression are regulated by miRNAs during melon fruit development. Specific miRNAs may be applied in breeding crops with improved properties to fulfill various types of demand in the market.

## Results

### Small RNA sequence (sRNA-seq) and data analysis

To investigate the miRNAs regulatory network during Hami melon fruit development, eight small RNA (sRNA) libraries were constructed from the fruit flesh of Hami melon collected at 10 days after flowering (10DAF), 20 days after flowering (20DAF), 30 days after flowering (30DAF) and 40 days after flowering (40DAF), respectively. 

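Each stage was represented by 1 library from each of 2 batches of the variety ‘Flavor No. 4’. The first-batch libraries were made from 3 pooled fruits per stage grown in 2013 and were read single-end on the Illumina GAIIx. The second-batch libraries were made from 1 fruit per stage grown in 2014 and were read paired-end on the Illumina NextSeq, so season, sequencer and number of fruits changed together. The authors removed adapters and low-quality reads, discarded reads matching rRNA or tRNA, matched the rest to mature plant miRNAs with up to 1 mismatch, and divided each read count by a total read count of the library, scaled to a common total. This value, which the paper calls TPM, was not divided by length. The processed table lists 116 miRNA names carrying 71 distinct mature sequences. Of these sequences, 27 are listed under more than 1 name with identical values, so each sequence was counted once. In every library the low values were whole multiples of a single step, which is the TPM of 1 read. These steps give totals of 233130 to 410945 reads for the first-batch libraries and 105077 to 985264 reads for the second-batch libraries. The first-batch totals are 0.998 to 0.999 times the reads of S1 and S3 Table summed over all names, and the second-batch totals 1.05 to 1.28 times, so the values are relative to miRNA reads, at least in the first batch, and in such a sum a sequence with several names counts once per name. At these depths 3 reads, taken as the detection floor, correspond to 7.30 to 12.9 TPM in the first batch and 3.04 to 28.6 TPM in the second. Floors address counting error only, and only in part, because PCR copies without molecular identifiers are not independent molecules. A fold given as at least some value is set against this floor and does not allow for the counting error of either value. Stages were compared with limma on log2(TPM + 5), in a single model of the 4 stages over all 8 libraries, and adjusted p values are Benjamini-Hochberg values over the 71 sequences. Exact permutation tests of 4 libraries against 4 were two-sided and cannot give a p under 0.0286. With 2 libraries against 2 the smallest exact p is 0.333, so no exact test is given for a pair of stages. Among sequences of equal length, 25 pairs are 1 base apart, and 15 of the 30 sequences named in the following comparisons belong to such pairs. A read with 1 mismatch can match both members of such a pair. Sequences of different length were not compared in this way. Some lie wholly within a longer one, such as miR156a/c/d/i in miR156j and miR156f in miR156b. The Hami melon-specific miRNAs were not analysed here.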

High-throughput sequencing generated 4,615,916 to 8,262,912 raw sRNA readouts (Table 1). After discarding adaptor contaminants, low-quality sequences, and reads with length shorter than 18 nt and greater than 30 nt, we obtained the reliable clean reads ranging from 3,766,406 to 6,379,19. We compared our sRNA reads data with the melon high-throughput sRNA data published before [20], and found that the majority of sRNAs in the previous high-throughput study were only sequenced a few times, while in our database nearly half of sRNAs in each library were sequenced over 30 times (S1 Fig). Therefore, our database could better quantify the expression levels of melon fruit sRNAs than the published melon sRNA data. We merged the clean reads from the first batch and second batch, the sRNA singleton rate of each developmental stage was calculated. As shown in Table 1, the average singleton rate of Hami melon was 62%, which is similar with those of Arabidopsis (65%), rice (82%), poplar (73%), *Cunninghamia lanceolata* (74%) [31], and *Salicornia europaea* (77%) [32].

**Table 1:** Summary of sRNA-seq data from the eight small RNA libraries.

Category	Developmental stages							
	10DAF_2013	10DAF_2014	20DAF_2013	20DAF_2014	30DAF_2013	30DAF_2014	40DAF_2013	40DAF_2014
Raw reads	7,709,000 (100)	7,006,530 (100)	6,838,455 (100)	8,262,912 (100)	7,180,516 (100)	4,615,916 (100)	5,729,417 (100)	7,210,678 (100)
Clean reads (18–30 nt)	4,703,776 (61.02)	5,303,174 (75.69%)	5,218,976 (76.32)	6,379,195 (77.20)	5,692,948 (79.28)	3,766,406 (81.60)	3,800,695 (66.34)	5,443,842 (75.50)
Unique sequence reads	2,766,920 (35.89)	1,837,258 (26.22)	3,215,074 (47.01)	2,031,994 (24.59)	3,441,573 (47.93)	1,191,234 (25.81)	2,297,275 (40.10)	1,782,240 (24.72)
Total unique sequence reads	4,396,588		4,992,103		4,450,165		3,843,316	
Singleton sequence reads	2,415,186 (31.33)	386,401 (5.51)	2,773,387 (40.56)	453,908 (5.49)	2,942,608 (40.98)	263,699 (5.71)	1,971,905 (34.42)	417,531 (5.79)
Total singleton sequence reads	2,659,612		3,051,684		3,103,150		2,246,222	

DAF represents days after flowering. 2013 represents the first batch samples collected in 2013. 2014 represents the second batch samples collected in 2014.

Read counts for each sample are expressed in numbers (left) or as a percentage of the raw reads (right). The number of total unique sequence reads and total singleton sequence reads at each developmental stage was calculated after the sRNA data from the first and second batch were merged together.

The high-quality clean reads were searched against Rfam database (version 12.0), the known non-coding RNAs, including lncRNAs, miRNAs, rRNAs, tRNAs, and other families, were annotated (Table 2). sRNA sequences annotated as rRNAs and tRNAs were removed. The remaining sequences were used for the alignment against the known plant miRNAs in miRBase database (v21, July 2014) [33].

**Table 2:** Rfam annotation of clean reads obtained after sequence data processing.

Class	Developmental stages							
	10DAF_2013	10DAF_2014	20DAF_2013	20DAF_2014	30DAF_2013	30DAF_2014	40DAF_2013	40DAF_2014
Clean reads	4,703,776 (100)	5,303,174 (100)	5,218,976 (100)	6,379,195 (100)	5,692,948 (100)	3,766,406 (100)	3,800,695 (100)	5,443,842 (100)
Total match	736,076 (15.65)	848,899 (16.01)	621,513 (11.91)	1,261,168 (19.77)	680,071 (11.95)	252,725 (6.71)	399,644 (10.52)	422,535 (7.76)
lncRNA	1 (0.00)	0 (0.00)	2 (0.00)	1 (0.00)	1 (0.00)	3 (0.00)	1 (0.00)	0 (0.00)
miRNA	4,234 (0.09)	8,528 (0.16)	17,457(0.33)	24,241 (0.38)	12,967 (0.23)	19,972 (0.53)	4,867 (0.13)	10,365 (0.19)
rRNA	209,594 (4.46)	123,807 (2.33)	151,131 (2.90)	166,888 (2.62)	162,908 (2.86)	63,290 (1.68)	91,758 (2.41)	162,042 (2.98)
snRNA	0 (0.00)	0 (0.00)	0 (0.00)	0 (0.00)	0 (0.00)	0 (0.00)	0 (0.00)	0 (0.00)
tRNA	152,914 (3.25)	65,560 (1.24)	37,054 (0.71)	31,236 (0.49)	36,080 (0.63)	15,808 (0.42)	37,185 (0.98)	29,130 (0.54)
Others	369,333 (7.85)	651,004 (12.28)	415,869 (7.97)	1,038,802 (16.28)	468,115 (8.22)	153,652 (4.08)	265,833 (6.99)	220,998 (4.06)

DAF represents days after flowering. 2013 represents the first batch samples collected in 2013. 2014 represents the second batch samples collected in 2014.

Read counts for each sample are expressed in numbers (left) or as a percentage of the input clean reads (right).

The distribution of processed sequences with different lengths in the small RNA datasets was summarized in Fig 1. The majority of sRNAs were in the range of 20–24 nt in length, which are the typical size range generated by Dicer [34, 35]. In the first batch, 23 nt sRNAs were the most abundant in 10DAF and 20DAF libraries, and 24nt for 30DAF and 40DAF libraries; while in the second batch, 24 nt was the major size of sRNAs in 10DAF and 20DAF libraries, and 21 nt was the major size in 30DAF and 40DAF libraries. Endogenous sRNAs of 24 nt are the most abundant sRNAs in some fruit crops, such as cucumber [36], apple [21], sweet orange [25], pear [26] and aphid susceptible and resistant melon breeding lines [37]. In contrast, 21 nt is the predominant size of sRNAs identified from RNA viruses susceptible and resistant melon cultivars [20]. 

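Of the 71 distinct mature sequences in the processed table, 51 (71.8%) were 21 nt and 11 (15.5%) were 20 nt. Another 4 sequences (5.63%) were 22 nt, 3 (4.23%) were 24 nt and 1 (1.41%) was 23 nt. The remaining sequence, miR399f, was 19 nt and had at most 2 reads in any library. Among the 68 sequences that the paper's S1 Table lists, the table holds 50 of 21 nt, 11 of 20 nt, 3 of 22 nt, 1 of 23 nt and 3 of 24 nt. By name rather than by sequence, 86 of 116 names (74.1%) were 21 nt and 18 (15.5%) were 20 nt.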

Among the conserved miRNAs identified in Hami melon, 73.53% were 21 nt, 16.18% were 20 nt, only a small fraction (1 to 3%) represented by 22, 23, and 24 nt. To clarify the difference of the length distribution of sRNA sequences between the two separate batches, we analyzed the length distribution pattern of each annotated sRNA family (Table 2). Considering that only a small part of the non-coding sequences were annotated as lncRNAs (Table 2), the annotated lncRNAs were excluded from this analysis. As shown in S2 Fig, miRNAs, rRNAs, tRNAs, and other families all showed different length distribution patterns between the first and second batches, they may partly contribute to the difference between the two separate batches exhibited in Fig 1. Notably, the unannotated sRNAs showed the most similar length distribution pattern with the total sRNAs (18–30 nt). Since the unannotated sRNAs represented the major part of the total sRNAs (18–30 nt) (Table 2), the unannotated sRNAs should account for the difference of the length distribution of sRNA sequences between the two separate batches. Besides, we also plotted the length distribution of the miRNAs identified by aligning to known miRNAs in miRBase or computational methods (S3 Fig). 

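The 21 nt sequences made up 94.5%, 94.4%, 98.5% and 99.3% of the TPM of the 71 sequences at 10, 20, 30 and 40DAF in the first batch, and 95.5%, 92.0%, 96.9% and 94.7% in the second. The share of 20 nt sequences fell from 5.05% at 10DAF to 0.461% at 40DAF in the first batch, and was 4.19% at 10DAF, 7.73% at 20DAF, 2.26% at 30DAF and 3.84% at 40DAF in the second. The 24 nt sequences had 0.363% at 10DAF and 0.0778% at 40DAF in the first batch, against 0.295% and 1.20% in the second. Summed over all names, the 21 nt share was 95.2 ± 3.35% (SD, n = 4) in the first batch and 91.0 ± 3.78% (SD, n = 4) in the second. The exact permutation test did not separate this difference from chance (two-sided exact p = 0.143), but it takes no account of the stage. At 10, 20, 30 and 40DAF the second batch was lower each time, with 91.8, 85.8, 94.8 and 91.5% against 92.3, 92.4, 97.4 and 98.8%. With each sequence counted once, the same test gave an exact p of 0.286, and the second batch was higher at 10DAF and lower at the other stages.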

The length distribution pattern of miRNAs from the first batch dataset showed similar trends to that of miRNAs from the second batch dataset.

**Fig 1:**
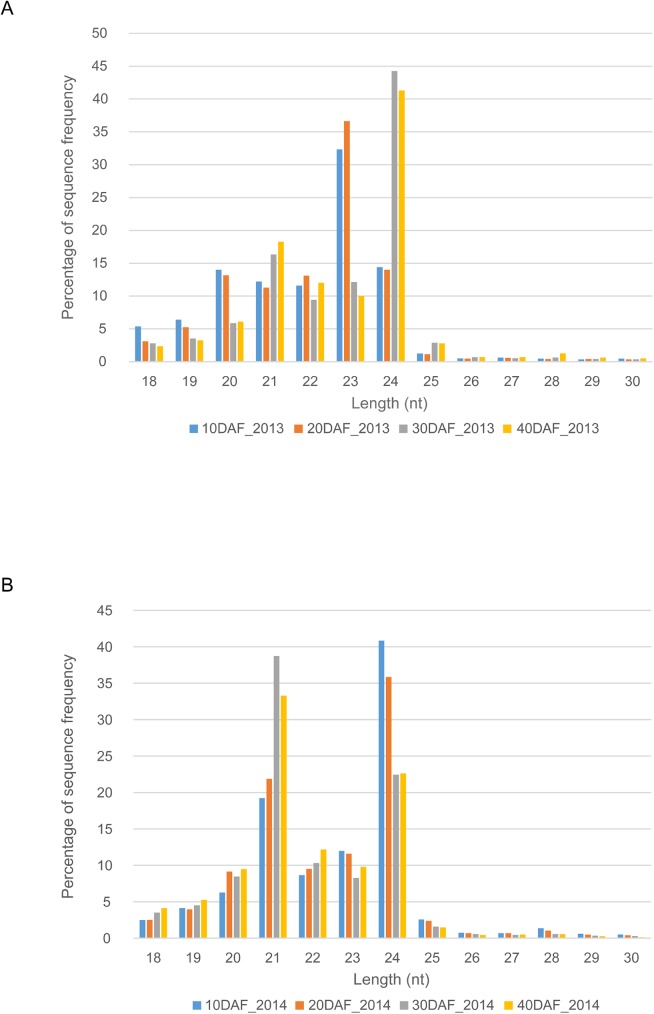
**Size distribution of small RNA sequences in 10DAF, 20DAF, 30DAF and 40DAF libraries from the first batch (A) and second batch (B).** nt, nucleotides. DAF represents days after flowering. 2013 represents the first batch samples collected in 2013. 2014 represents the second batch samples collected in 2014.

### Identification of conserved miRNAs in Hami melon

In order to identify the conserved miRNAs in Hami melon fruit, high-quality unique sequences from the eight libraries were matched to the repository of plant miRNAs in miRBase using Bowtie2. One mismatch was allowed in Bowtie2 alignment that resulted in the identification of 113 conserved miRNAs belonging to 30 families in Hami melon (S1 Table). 

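The processed table lists 116 names, of which 113 carry 1 of the 68 sequences of S1 Table, and all 68 are present. The other 3 sequences, miR845, miR854 and miR399f, are not in S1 Table. With miR319 placed in the miR159 family, as in S1 Table, the 71 sequences fall into 29 families and the 68 sequences of S1 Table into 27. S1 Table lists miR169 sequences under the separate labels miR169, miR169_1, miR169_2 and miR169_8, which were merged here. The count is therefore lower than the paper's for this reason and is no difference in the sequences. Between 51 and 62 sequences had at least 1 read in each library, with the fewest in the first-batch library of 40DAF, and 43 had a read in all 8 libraries. A mean of at least 10 TPM over the 8 libraries was reached by 52 sequences.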

The conserved miRNA were 20–24 nt in length with 21 nt and 20 nt as the major size classes. 

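Weighted by expression, sequences of 21 nt carried 93.1 ± 4.01% (SD, n = 8) of the TPM summed over all names, from 85.8% in the second-batch library of 20DAF to 98.8% in the first-batch library of 40DAF. Leaving out the miR159 and miR396 families moved this share most, to 79.6 ± 6.25% (SD, n = 8), from 70.6% to 89.3% across the libraries. With each sequence counted once it was 95.7 ± 2.39% (SD, n = 8).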

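Read counts recovered from the TPM values were summed over the 71 sequences. In the first batch they came to 184756 at 10DAF, 205800 at 20DAF, 363043 at 30DAF and 203194 at 40DAF. In the second batch the sums were 268189 at 10DAF, 406398 at 20DAF, 53176 at 30DAF and 67423 at 40DAF. The highest count was therefore at 30DAF in the first batch and at 20DAF in the second. Over both batches the sums were 452945, 612198, 416219 and 270617 reads at 10, 20, 30 and 40DAF. The reads of the paper's S1 Table, summed over the distinct sequences, give 727677, 957645, 488422 and 338117. Counts depend on library depth, so after they were seen the recovered reads were also taken as a percent of the paper's clean reads. They were 3.93, 3.94, 6.38 and 5.35% at the successive stages of the first batch and 5.06, 6.37, 1.41 and 1.24% in the second. The early stages (10 and 20DAF) averaged 4.82 ± 1.16% (SD, n = 4) and the ripening stages (30 and 40DAF) 3.59 ± 2.65% (SD, n = 4), a difference within the spread of the libraries (two-sided exact permutation test, p = 0.457). With the reads of S1 Table the exact p was 0.171. Both tests pool batches that moved in opposite directions. In the first batch both ripening libraries were above both early ones, and in the second batch both were below. The pooled tests therefore cannot decide on a change within a batch.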

The total counts of conserved miRNAs were higher in 20DAF and 30DAF libraries when compared with the other libraries, suggesting conserved miRNAs fast accumulated at the stages of 20DAF and 30DAF. The precursor sequences of Hami melon conserved miRNAs were listed in S2 Table.

### Identification of novel Hami melon-specific miRNAs

Unique sequences that did not match with conserved plant miRNAs were matched to MELONOMICS genome sequence (v3.5) [38] using miRDeep algorithm [39]. The non-coding potential precursors were manually inspected with Mfold [40] and the minimal folding free energy index (MFEI) for each sequence was calculated [41]. Finally, nine novel miRNAs belonging to nine families were identified in Hami melon (S3 Table). Most of the novel miRNAs were 21 or 24 nt, only cme-miR8 was 22 nt. The length of miRNA precursors specific to Hami melon varied within the range of 68–101 nt. The MFEIs varied between 0.55 and 1.29 with an average of 0.99, which were in agreement with the parameters revealed in other plant miRNAs [41]. The total counts of Hami melon-specific miRNAs was highest in 10DAF library compared with other libraries, and were reduced during the fruit development. The secondary structures predicted for each novel miRNAs were shown in S4 Fig.

### Expression profiles of conserved and novel miRNAs during Hami melon development

Each batch was considered as a biological replicate set, and all miRNA counts were normalized to transcripts per million (TPM). The heat map showed that the expression patterns of identified miRNAs at 10DAF, 30DAF and 40DAF were distinct from each other (Fig 2). 

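Libraries of the same stage from the 2 batches had a mean Pearson correlation of 0.905 over the 71 sequences, against 0.866 for libraries of different stages and batches, a difference of 0.0386. Among the 24 ways to match the 4 first-batch with the 4 second-batch libraries, the true matching gave the largest difference (one-sided exact p = 0.0417, the smallest possible). The correlations are across miRNAs, which are not independent replicates. Within a batch, libraries of different stages had a mean r of 0.916 in the first batch and 0.910 in the second. For none of the 8 libraries was the most similar library the one of the same stage. On the linear TPM scale, where the most abundant sequences weigh most, the difference was -0.00637 (one-sided exact p = 0.708), the largest change under any alternative that kept the values uncentred.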

While the samples from 20DAF libraries could not form a cluster, the first batch sample of 20DAF was clustered with 10DAF samples, and the secondary batch sample of 20DAF was clustered with 30DAF samples.

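Average-linkage merging by the correlation of log2(TPM + 5) joined the first-batch libraries of 10 and 20DAF first (r = 0.978), then the second-batch libraries of 10 and 20DAF (r = 0.943). The first-batch libraries of 30 and 40DAF followed (r = 0.935), and then the second-batch libraries of 30 and 40DAF (r = 0.922). Next, the early libraries of both batches merged (r = 0.908), as did the ripening libraries of both batches (r = 0.885). The second-batch library of 20DAF was nearly as close to that of 30DAF of its batch (r = 0.943) as to that of 10DAF. Its correlation with the second-batch library of 40DAF was 0.930. The first-batch library of 20DAF was nearest to the first-batch library of 10DAF, and its r with 30DAF of the same batch was 0.940.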

**Fig 2:**
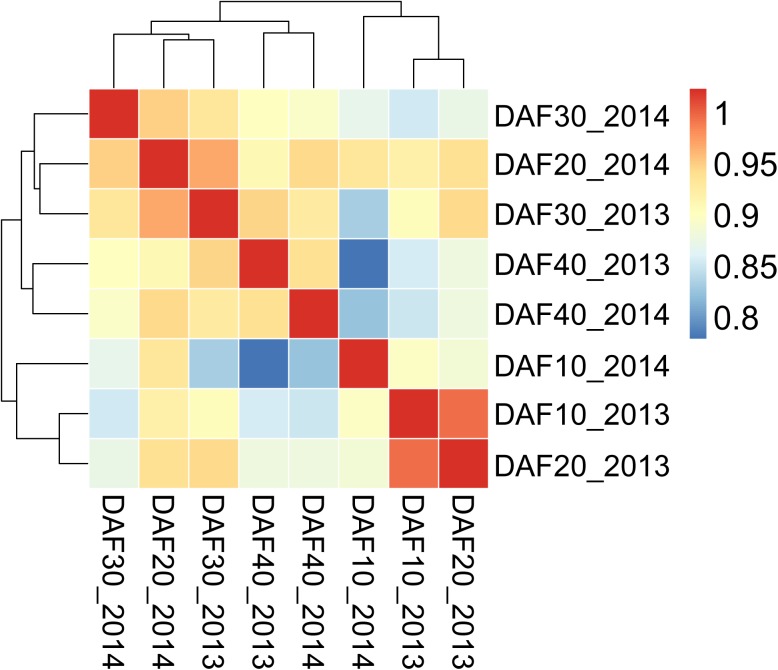
Hierarchical clustering of the expression profiles of all expressed miRNAs during Hami melon fruit development. DAF represents days after flowering. 2013 represents the first batch samples collected in 2013. 2014 represents the second batch samples collected in 2014.

Differentially expressed miRNAs between the four developmental stages were determined using edgeR. 

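The paper made these calls with edgeR. From the TPM values, limma compared the 71 sequences with a threshold of an unadjusted p under 0.05 and a fold change over 1.5. Between 20DAF and 10DAF, 5 sequences passed (3 higher and 2 lower at the later stage), and 10 passed between 30DAF and 10DAF (5 higher, 5 lower). Between 40DAF and 10DAF 16 passed (10 higher, 6 lower). Between 30DAF and 20DAF 4 passed (3 higher, 1 lower), between 40DAF and 20DAF 10 passed (7 higher, 3 lower) and between 40DAF and 30DAF 7 passed (3 higher, 4 lower). The direction of the calls depends on the scaling. On the families other than miR159 and miR396, the calls were 2 higher and 9 lower between 30DAF and 10DAF, 5 and 17 between 40DAF and 10DAF, 1 and 6 between 30DAF and 20DAF, and 4 and 10 between 40DAF and 20DAF. In the first batch these families rose from 10204 TPM at 10DAF to 17728 TPM at 40DAF. In the second they rose from 6234 to 26247 TPM. Within them, miR164c/d alone rose from 581 to 9840 TPM and from 87.7 to 10310 TPM. Scaling on these families thus follows the rise of miR164c/d in large part and lowers the ripening values of the other sequences. With Benjamini-Hochberg adjusted p values in place of unadjusted ones, 2 sequences passed between 30DAF and 10DAF, 5 between 40DAF and 10DAF, and 0 in the other comparisons. The libraries of a batch shared a sampling season, so a model with the batch as a block was fitted as well. The differences between second-batch and first-batch values correlated between stages in 6 of 6 pairs of stages, with a mean correlation of 0.498 (0.352 to 0.664). With the block, the unadjusted counts in the same order were 4, 12, 16, 5, 10 and 7, and the adjusted counts were 0, 0, 6, 0, 3 and 0. With the names in place of the distinct sequences, the count between 30DAF and 20DAF was 10. With the model limited to the 4 libraries of the stages compared, the count between 20DAF and 10DAF was 2.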

There were 42 conserved miRNAs and 3 novel miRNAs pass the filter criteria (|fold change| >1.5 and *p* value <0.05) (S5 Table). 

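In at least 1 of the 6 comparisons, 24 of the 71 sequences passed the unadjusted threshold, and these carry 41 miRNA names. With the batch as a block 22 sequences passed. On adjusted p values 5 sequences passed, miR156b, miR156e, miR156g/h, miR159b and miR164c/d, and 7 passed with the block. Among the 52 calls over the 6 comparisons, 3 were between stages that were both at or under 3 reads in each library. The sequences called only on such values were miR169p/q/s and miR399f, named here after their values were seen. Another 11 calls had 1 of the stages at or under 3 reads. S5 Table lists 48 changes of these sequences in the 5 comparisons other than 40DAF against 30DAF. Of these, 25 were also called from the TPM values, where 45 were called in total, and 48 of 48 had the same direction.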

According to the expression patterns, these developmentally regulated miRNAs were divided into three categories (Fig 3). The first category contained miRNAs that had relative high expression levels at early stages, then were down-regulated during fruit development. miR159, miR166g, miR167, miR168, miR169f/h, miR172, miR319, miR393, miR396, miR397, miR398a, miR1, and miR7 fell into this category. 

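The table holds 12 sequences that the category names and the described changes point to. All 12 had a lower mean log2(TPM + 5) at the ripening stages than at the early stages, with log2 fold changes from -2.64 to -0.37, and 8 of 12 fell in both batches. The 12 were chosen by the falls that the paper describes on these libraries, so the count is no independent check. miR172b/c, which was not among them, rose from 10 to 40DAF (log2 fold change 1.42). The direction of all 12 was the same when the libraries were scaled on the families other than miR159 and miR396 or by the median ratio. The highest stage mean was at 10 or 20DAF for 11 sequences, for 7 of them in both batches, and miR398a had its highest mean at 30DAF. Of the 12, 6 passed the unadjusted threshold in at least 1 comparison of stages. miR168 had 301 ± 388 TPM (SD, n = 2) at 10DAF and 18.1 ± 4.69 TPM (SD, n = 2) at 40DAF. Its log2 fold change from 10 to 40DAF was -2.56 (SE 1.78, adjusted p = 0.480 in limma and 0.298 with the batch as a block), which passed neither threshold. Scaled on the families other than miR159 and miR396 it was -3.72 and passed the unadjusted one, but that scaling follows the rise of miR164c/d in large part. At 10DAF the first-batch library had 181 reads of miR168 and the second-batch library 16.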

The second category comprised miRNAs that were up-regulated at 30DAF when compared with the early stages of fruit development, then down-regulated in 40DAF vs. 30DAF. miR166a/b/c/d/f/h, miR398b, and miR2 fitted into this category. 

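The 2 conserved sequences of this category, miR166a/b/c/d/f/h and miR398b, each had the highest TPM at 30DAF in both batches. For miR166a/b/c/d/f/h the log2 fold change was 3.05 from 10 to 30DAF (adjusted p = 0.199 in limma) and -2.28 from 30 to 40DAF (adjusted p = 0.415). For miR398b it was 2.42 from 20 to 30DAF (adjusted p = 0.639) and -3.18 from 30 to 40DAF (adjusted p = 0.415). Of these, all but the rise of miR398b passed the unadjusted threshold and none the adjusted one. Scaled on the families other than miR159 and miR396, the 4 changes were 1.95, -2.52, 1.70 and -2.87.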

The third category was composed of miRNAs that had low expression levels at early stages, then were up-regulated during fruit development. miR156, miR164, miR169k, miR169t, miR2111, miR530 belonged to this category.

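The 11 conserved sequences of this category all had higher values at the ripening than at the early stages in both batches, with log2 fold changes from 0.71 to 4.02. As in the first category, they were chosen by the paper's own calls on these libraries. When the libraries were scaled on the families other than miR159 and miR396, 10 of 11 were higher and miR2111a/b changed direction to -0.49. Under the median-ratio scaling all 11 were higher. A scaling on clean reads was not run. The highest stage mean was at 40DAF for 10 sequences and at 30DAF for miR169t. All 11 passed the unadjusted threshold in at least 1 comparison of stages. miR156f, which has few reads (1 and 3 at 10DAF, 1 and 7 at 20DAF, 4 and 1 at 30DAF, 5 and 5 at 40DAF), changed by a log2 fold change of 1.24 (SE 0.43, adjusted p = 0.133 in limma), and the 4 ripening libraries were all above the 4 early ones in TPM (two-sided exact p = 0.0286). In the second batch this order rests on 1 read at 30DAF, which is under the floor, against 7 at 20DAF.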

**Fig 3:**
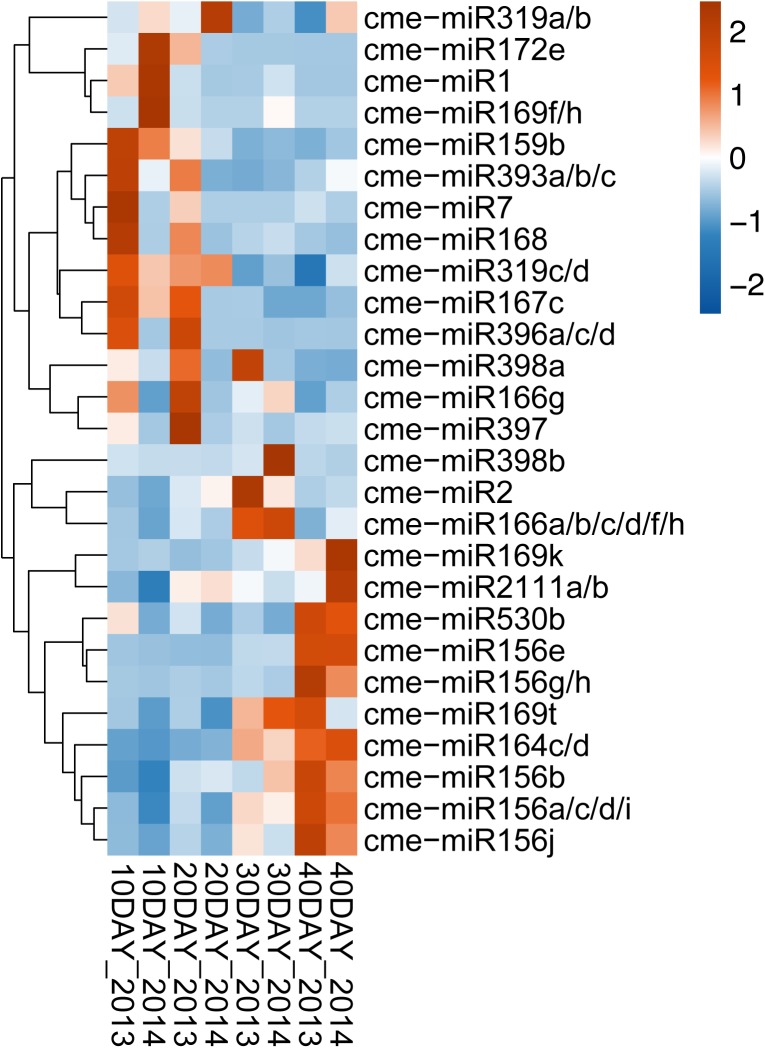
Differentially expressed Hami melon miRNAs during fruit development. The heatmap illustrates the expression profiles of differentially expressed miRNAs (log2TPM, y-axis) at the four developmental stages (x-axis). Colors range from blue to red, corresponding to low to high expressions. DAF represents days after flowering. 2013 represents the first batch samples collected in 2013. 2014 represents the second batch samples collected in 2014.

To validate the transcriptome data, four conserved miRNAs (miR156a/c/d/i, miR156f, miR156g/h, and miR172e) and one novel miRNA (miR4) were selected for real-time quantitative reverse transcription (qRT)-PCR analysis. Due to lack of samples from the first batch, only samples from the second batch were used for qRT-PCR assay. For calculating the relative expression of each miRNA, the Ct value at 10DAF was used as a reference. Most tested miRNAs showed similar expression trends in sRNA-seq and qRT-PCR data, the correlation between these two methods was positive (*R* = 0.540, *P* <0.05) (Fig 4, S6 Table). This result illustrated that our high-throughput data was reliable.

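The 4 conserved miRNAs give 12 points, at 20, 30 and 40DAF relative to 10DAF, from the second-batch libraries and the paper's qRT-PCR values in S6 Table. The points are across miRNAs and stages of single fruits and are not independent replicates. Pearson's r was 0.627 (permutation p = 0.0216, two-sided) and Spearman's rho 0.741 (permutation p = 0.00789). On the log2 scale r was 0.789 (permutation p = 0.00254), and with the mean of both batches in place of the second batch it was 0.623 (permutation p = 0.00682). Without the 2 points farthest from the median qRT-PCR value r was 0.488 (10 points, permutation p = 0.137). Over these 5 correlations the Benjamini-Hochberg adjusted p values were 0.0270, 0.0131, 0.0127, 0.0131 and 0.137 in the order given. A single miRNA has 3 points, too few for a correlation of its own. Relative to 10DAF, both methods moved in the same direction at 6 of the 12 points. For miR172e and miR156g/h this held at 3 of 3 points each, but for miR156g/h the rises at 20 and 30DAF were not detectable, with 4 and 1 reads against 2 at 10DAF. miR156a/c/d/i rose in sRNA-seq to 2.58, 11.5 and 18.8 times its 10DAF value, and the paper's qRT-PCR values were 0.399, 0.582 and 0.820. For miR156f the sRNA-seq values at 20 and 40DAF were 1.43 and 7.47 times the 10DAF value, from 7 and 5 reads. The paper's qRT-PCR values were 0.420 and 0.580. Few reads lie behind these ratios. The second-batch library of 10DAF had 5 reads of miR156a/c/d/i, 3 of miR156f and 2 of miR156g/h, so the rise of miR156g/h at 40DAF is at least 34.3-fold over the floor. miR172e had 328 reads at 10DAF and 2 to 14 at the later stages. From the positive correlation, the paper concludes that its high-throughput data were reliable.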

**Fig 4:**
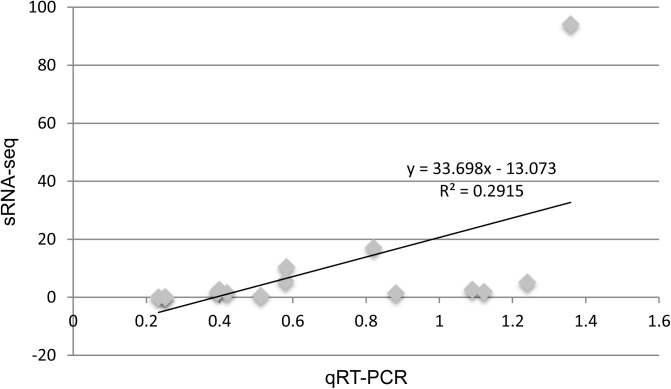
Validation of the expression profiles of conserved and novel miRNAs. The scatterplot of miRNA expression shows the correlation between small RNA sequencing (sRNA-seq) and qRT-PCR results.

### Prediction of miRNA targets

miRNAs commonly exert their functions by binding to the complementary target sites in mRNAs of their target genes. In this study, we used psRNATarget [42], a web-based program, for the prediction of putative miRNA targets. The transcriptome database of Hami melon fruit that contained 22,922 mRNA sequences [43] were used as a custom target database, and 113 conserved and nine novel mature miRNAs were used as a custom small RNA database. A total of 484 melon genes (606 transcripts) were predicted as putative targets of 29 conserved miRNA families (S7 Table). Of which, 67 genes (13.84%) were homologous to the previously reported targets of the same miRNA families in Arabidopsis (Table 3). Most of the conserved target genes have been validated in Arabidopsis, maize, rice, and poplar. The majority of these conserved targets (74.63%) encoded essential transcription factors, and the rest were homologous to plant proteins coded by Dicer-like protein, F-box proteins, ATP sulfurylases, laccases, copper/zinc superoxide dismutase, copper-zinc superoxide dismutase copper chaperone, inorganic phosphate transporter, and plantacyanin. The remaining 417 putative targets identified in this study were not conserved with other plant species. Among these targets, 195 genes (40.29%) exhibited no functional annotation. Similarly, 124 melon genes, including 168 transcripts, were predicted as the putative targets of nine Hami melon-specific miRNAs (S8 Table). Nearly half of these targets (49.19%) were not functionally annotated. The corresponding GO terms from predicted target genes were analyzed and the over-represented GO terms (*P* <0.05) were shown in S9 Table. Many target genes were related to “transcription, DNA-dependent”, “rRNA processing”, “oxidation reduction”, “signal transduction”, “regulation of transcription, DNA-dependent”, and “metabolic process” biological processes. We were not able to predict the targets for miR168, which maybe attributed to the insufficient mRNA sequences in Hami melon fruit transcriptome database.

**Table 3:** Conserved^a^ miRNA targets identified in Hami melon.

miRNA family	Target	Annotation
miR156	MELO3C025597	*SPL5*
	MELO3C017245	*SPL6*
	MELO3C002048	*SPL6*
	MELO3C002618	*SPL8*
	MELO3C009639	*SPL9*
	MELO3C005966	*SPL10*
	MELO3C002370	*SPL13A*
	MELO3C022318	*SPL13A*
	MELO3C014895	*SPL13A*
miR159	MELO3C018820	*MYB DOMAIN PROTEIN 101*
	MELO3C022282	*DUO POLLEN 1*, MYB protein
miR160	MELO3C025777	*ARF10*
	MELO3C019801	*ARF*16
	MELO3C011372	*ARF*17
miR162	MELO3C005929	*SUSPENSOR 1*, *DICER-LIKE 1*
miR164	MELO3C010555	*NAC DOMAIN CONTAINING PROTEIN 1*
	MELO3C025611	*CUP-SHAPED COTYLEDON 2*
	MELO3C001996	*NAC DOMAIN CONTAINING PROTEIN 100*
	MELO3C009855	*NAC DOMAIN CONTAINING PROTEIN 100*
	MELO3C017185	*NAC DOMAIN CONTAINING PROTEIN 100*
miR166	MELO3C007078	member of HD-ZIP III family, *PHAVOLUTA*
	MELO3C024446	member of HD-ZIP III family, *INCURVATA 4*
	MELO3C004887	member of HD-ZIP III family, *REVOLUTA*
	MELO3C025774	member of HD-ZIP III family, *REVOLUTA*
	MELO3C002807	member of HD-ZIP III family, *PHABULOSA 1D*
miR167	MELO3C007105	*ARF6*
	MELO3C002771	*ARF6*
	MELO3C025070	*ARF8*
miR169	MELO3C014590	CCAAT binding factor-HAP2-like protein, *NUCLEAR FACTOR Y SUBUNIT A1*
	MELO3C009551	CCAAT binding factor-HAP2-like protein, *NUCLEAR FACTOR Y SUBUNIT A10*
miR171	MELO3C021146	SCARECROW-like protein, *HAIRY MERISTEM 3*
	MELO3C013947	SCARECROW-like protein, *HAIRY MERISTEM 3*
	MELO3C017548	SCARECROW-like protein, *HAIRY MERISTEM 4*
	MELO3C017547	SCARECROW-like protein, *HAIRY MERISTEM 4*
miR172	MELO3C025726	*TARGET OF EARLY ACTIVATION TAGGED 1*
	MELO3C011722	*TARGET OF EARLY ACTIVATION TAGGED 1*
	MELO3C020848	*FLORAL MUTANT 2*, AP2
	MELO3C007572	*FLORAL MUTANT 2*, AP2
miR319	MELO3C019745	*TCP DOMAIN PROTEIN 10*
	MELO3C025629	*TCP4*
	MELO3C016092	*TCP4*
	MELO3C002754	*TCP2*
	MELO3C007121	*TCP2*
miR393	MELO3C015898	F-box protein, *TIR1*
	MELO3C014799	*AUXIN SIGNALING F-BOX 2*
miR394	MELO3C022422	a putative F-box protein, *LEAF CURLING RESPONSIVENESS*
miR395	MELO3C014280	*ATP SULFURYLASE 1*
	MELO3C006493	*ATP SULFURYLASE 1*
miR396	MELO3C010786	*GROWTH-REGULATING FACTOR 1*
	MELO3C009444	*GROWTH-REGULATING FACTOR 3*
	MELO3C004650	*GROWTH-REGULATING FACTOR 5*
	MELO3C024739	*GROWTH-REGULATING FACTOR 5*
	MELO3C025804	*GROWTH-REGULATING FACTOR 5*
	MELO3C015513	*GROWTH-REGULATING FACTOR 5*
	MELO3C006174	*GROWTH-REGULATING FACTOR 9*
miR397	MELO3C003228	*LACCASE-LIKE MULTICOPPER OXIDASE 4*
	MELO3C020569	*LACCASE-LIKE MULTICOPPER OXIDASE 4*
	MELO3C009189	*LACCASE-LIKE MULTICOPPER OXIDASE 4*
	MELO3C003213	*LACCASE 7*
	MELO3C014234	*LACCASE 11*
	MELO3C009250	*LACCASE 17*
	MELO3C009247	*LACCASE 17*
miR398	MELO3C015374	*COPPER/ZINC SUPEROXIDE DISMUTASE 1*
	MELO3C014007	*COPPER-ZINC SUPEROXIDE DISMUTASE COPPER CHAPERONE*
miR399	MELO3C012861	*PHOSPHATE TRANSPORTER 2*
miR408	MELO3C027302	*PLANTACYANIN*
	MELO3C008424	*PLANTACYANIN*

^a^ Conserved with *Arabidopsis thaliana*.

### Validation of miRNA-guided mRNA cleavage using 5’ rapid amplification of cDNA ends (RACE) [44]

In this study, six melon transcripts of six predicted target genes were verified to be the targets of six Hami melon miRNAs. Sequencing of the 5’ RACE product of MELO3C010555T1 identified a precise cleavage at cme-miR164 binding site, between position 10 and 11 (Fig 5). MELO3C010555 encodes transcription factor NAC domain containing protein 1. MELO3C002618T2, MELO3C024865T1, MELO3C004483T1, MELO3C023332T1, and MELO3C003950T2 were validated to be targets of cme-miR156, cme-miR4, cme-miR2, cme-miR1, and cme-miR7, respectively, with a longer or shorter cleaved sequence. This result could be attributed to secondary siRNA in the 21-nucleotide register with the cleavage site for miRNAs as previously documented [45]. MELO3C002618 encodes transcription factor squamosa-promoter binding protein-like 8, MELO3C024865 encodes transcription factor NAC with transmembrane motif 1-like 6, MELO3C004483 encodes a homologous protein of TIP GROWTH DEFECTIVE 1, MELO3C023332 encodes a homologous protein of DEFECTIVE IN RNA-DIRECTED DNA METHYLATION 1, and MELO3C003950 encodes a homolog of COMPACT INFLORESCENCE 1.

**Fig 5:**
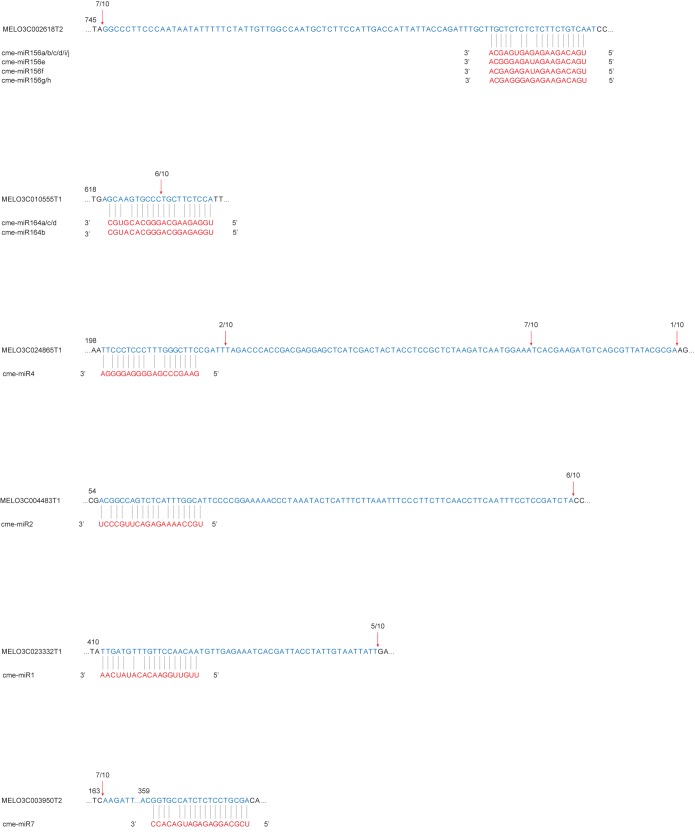
Verification of miRNA-guided mRNA cleavage using 5’ RACE. Partial sequences from target genes were aligned with the corresponding miRNAs. Each top strand (blue) represents a miRNA-homologous site in the target gene and each bottom strand (red) represents the aligned sequence of miRNA. Red arrows indicate the observed miRNA cleavage sites following 5’ RACE analysis, with the frequency of clones shown.

## Discussion

### The expression profile of miRNAs in Hami melon fruit

In our previous study, the size, sugar content, and organic acid content of Hami melon fruit were closely related to the four developmental stages: 10DAF (young fruit), 20DAF (expanding), 30DAF (premature) and 40DAF (mature), and gene expression analysis revealed that the expression patterns were significantly altered from 20DAF to 30DAF [43]. Considering miRNAs exert important functions in the regulation of gene expression, this study is aiming to investigate the roles of miRNAs in Hami melon fruit development. A total of 54,553,424 sRNA raw reads were generated from the four developmental stages, 113 conserved miRNAs belonging to 30 miRNA families and nine novel miRNAs comprising nine miRNA families were identified. Consistently, the conserved miRNAs fast accumulated at the stages of 20DAF and 30DAF, implying their important roles in the phase transition of fruit ripening (S1 Table).

Many perennial fruit trees and shrubs have an irregular crop load from year to year, a high-yield crop is produced in one year (“on-year”), followed by a low-yield crop in the subsequent year (“off-year”). This phenomenon is called alternate or biennial bearing [46]. Some fruit crops are naturally biennial, but the regional conditions, such as climatic and edaphic managerial factors, can contribute to this problem [46, 47]. The expression of olive tree miRNAs has been reported to be regulated by alternate bearing, some conserved miRNAs showed significant differences in expression between on- and off-years [48]. Perennial fruit crops initiate flower buds for the following season’s crop in the current season, the alternation of high-yield and low-yield crops is caused by competition between the current season’s crop and the coming season’s flower buds. Hami melon is an annual plant, it completes its life cycle over the course of a single year. Therefore, there is no alternate bearing in Hami melon. However, the weather conditions and soil fertility do have an impact on melon yields and nutrient quality [49, 50]. miRNAs have diverse and important roles in plant growth and development, they are involved in signal transduction, protein degradation, response to environmental stress and pathogen invasion, and regulating their own biogenesis [51]. The environmental changes could affect the expression pattern of melon miRNAs. 

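The miR159 family, in which S1 Table includes miR319, and the miR396 family together carried 98.0% to 98.3% of the TPM of the 71 sequences in the first-batch libraries and 94.7% to 98.6% in the second-batch libraries. miR396b alone carried 51.0% to 78.2% and miR159a 16.0% to 38.9%. The share of the miR396 family ranged from 66.1% to 78.9% in the first batch and from 51.9% to 77.1% in the second. miR396a/c/d carried 14.8% and 17.3% at 10 and 20DAF of the first batch and between 0.564% and 1.13% in the other libraries.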

In the current study, among the determined conserved miRNAs, two miRNA families (miR159 and miR396) showed very high redundancies in each library (S1 Table). 

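Each stage had 1 library per batch, so a difference between batches at a single stage has no replicates, and the 4 stages together were tested with the stage as a covariate. At 10, 20, 30 and 40DAF, miR159a had 150248, 119504, 157690 and 186874 TPM in the first batch and 71045, 152008, 118266 and 194364 TPM in the second. Its log2 difference, second minus first batch, was -0.27 (SE 0.40, adjusted p = 0.733 in limma), with the second batch higher at 2 of 4 stages. miR159b had 10337, 3773, 749 and 695 TPM in the first batch and 6173, 1840.1, 1037 and 1356 TPM in the second, and its log2 difference was -0.09 (SE 0.45, adjusted p = 0.947 in limma). miR396b had 300055, 308685, 691112 and 657878 TPM in the first batch and 337218, 215164, 353950 and 255018 TPM in the second. The log2 difference was -0.67 (SE 0.41, adjusted p = 0.420 in limma), and the second batch was lower at 3 of 4 stages. This direction depends on the counts used. The reads of S1 Table, scaled like TPM on the S1 and S3 Table reads and looked at after the values were seen, put the second batch higher at 10, 20 and 30DAF (777503, 546480 and 740111 against 320832, 332840 and 690458). miR396e had 562, 305, 311 and 352 TPM in the first batch and 489.7, 294, 381 and 311 TPM in the second, with a log2 difference of -0.03 (SE 0.33, adjusted p = 0.947 in limma). miR396a/c/d had 87107, 99059.6, 5849.9 and 4911 TPM in the first batch and 4439, 4644, 3483 and 4255 TPM in the second. Its log2 difference was -2.42 (SE 0.85, adjusted p = 0.2004 in limma), and on these TPM values every second-batch library was below every first-batch library (two-sided exact p = 0.0286, the smallest possible). This separation did not hold under the other scalings, where the highest second-batch and lowest first-batch values were 9176 and 3570 on the other families and 8144 and 4796 by the median ratio. miR396b is 1 base apart from both miR396a/c/d and miR396e. Scaling by the median ratio turned the small differences of miR159a, miR159b and miR396e to 0.26, 0.44 and 0.49, and scaling on the other families turned those of miR159b and miR396e to 0.11 and 0.16. The listed sequences carried a smaller part of the second-batch than of the first-batch total, which lowers the unscaled second-batch values.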

The expression of miR159a in the 10, 30, and 40DAF libraries constructed from the first batch samples was higher than the ones constructed from the second batch samples, while the expression of miR159a in the 20DAF library constructed from the first batch samples was much lower than the one constructed from the second batch samples. miR159b showed similar expression trends in the first batch and second batch datasets. miR396b and miR396e were expressed at higher levels in the 10 and 20DAF libraries constructed from the second batch samples than in the ones constructed from the first batch samples, but expressed at lower levels in the 30 and 40DAF libraries constructed from the second batch samples than in the ones constructed from the first batch samples. miR396a/c/d was expressed at lower levels in all libraries from the second batch than in the libraries from the first batch. Additionally, hierarchical cluster analysis revealed that Hami melon miRNAs in 20DAF libraries did not show a distinct expression pattern as those in 10DAF, 30DAF and 40DAF libraries did (Fig 2). 

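Across batches, the correlation between libraries of the same stage was 0.908 at 10DAF, 0.916 at 20DAF, 0.894 at 30DAF and 0.902 at 40DAF, so the lowest value was not at 20DAF. For the first-batch library of 20DAF, the second-batch library of 20DAF ranked 1 among the 4 second-batch libraries. For the second-batch library of 20DAF, the first-batch library of the same stage ranked 3 among 4, behind those of 30DAF (r = 0.926) and 10DAF (r = 0.917). At 10, 30 and 40DAF, the first-batch library of the same stage ranked 1 for each second-batch library. In the other direction, the second-batch library of the same stage ranked 2 for the first-batch libraries of 10 and 30DAF, behind that of 20DAF, and 1 for that of 40DAF, so 20DAF was not the only stage with a rank other than 1. With the values of each sequence centred within its batch, the same-stage libraries exceeded the others by 0.539 in mean r (one-sided exact p = 0.0417, the smallest possible).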

The first and second batch melon plants were hand pollinated at May 2013 and 2014, respectively. The mature fruits of the first batch were harvested in mid June 2013, and the mature fruits of the second batch were harvested at the end of June 2014. The varied environmental conditions in the two cropping seasons (2013 and 2014) of this study could be an explanation for the differences in miRNA expression between the first and second batch datasets.

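With the stage as a covariate, 13 of the 71 sequences differed between the batches at an unadjusted p under 0.05 and a fold change over 1.5, 3 higher and 10 lower in the second batch. Scaling the libraries by the median ratio turned this split to 10 higher and 8 lower. The 71 sequences carried 72.8 ± 17.2% (SD, n = 4) of the TPM total in the first batch. In the second they carried 46.55 ± 4.51% (SD, n = 4, two-sided exact permutation test, p = 0.0286). More of the second-batch total thus lay outside the listed sequences, which lowers all second-batch TPM values. On adjusted p values 2 sequences passed. miR408 was lower in the second batch at 4 of 4 stages, with a log2 difference of -3.16 (SE 0.51, adjusted p = 0.0412 in limma) and 85.8, 230.5, 484 and 112 TPM at 10, 20, 30 and 40DAF in the first batch against 13.2, 17.2, 19.0 and 14.8 TPM in the second. The second-batch values at 30 and 40DAF rest on 2 reads each. miR845, which is not in S1 Table, had 0 reads in every first-batch library and 19, 54, 44 and 101 reads in the second batch, a log2 difference of 5.02 (SE 0.86, adjusted p = 0.0412 in limma). For each of them the batches did not overlap (two-sided exact p = 0.0286). With any single library left out, 0 sequences passed on adjusted p values and 6 to 19 on unadjusted ones. Sequencer, read layout and number of pooled fruits changed between the batches along with the season, and the libraries cannot separate them. The paper proposes that the environmental conditions of the 2 cropping seasons could explain the differences between the batches.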

### Roles of miRNAs in Hami melon fruit development

The antagonistic activity of miR156 and miR172 in developmental transitions is one of the best understood and extensively reviewed miRNA network, which plays a highly conserved role in driving the progression through different developmental phases in both monocots and dicots [4, 52–57]. Karlova et al. [58] reported that *CNR*, a gene encoding one SPL protein, was a positive regulator of tomato fruit ripening, while a tomato *AP2* (*SlAP2a*) gene was shown to be a negative regulator of ripening. These two genes have been demonstrated to be actively modulated during fruit ripening, by miR156/157 and miR172, respectively [19]. More recently, the miR156-SPL module was found to control the initial steps of fleshy fruit development and determinacy [14]. In Hami melon, we also found a reverse expression pattern of cme-miR156 and cme-miR172 during fruit development, cme-miR156a-e/g-j were up-regulated and cme-miR172e was down-regulated at ripening stages when compared with the early stages of fruit development (Fig 3, S5 Table). 

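Ripening (30 and 40DAF) and early (10 and 20DAF) stages were contrasted in limma, with 18 of the 71 sequences past the unadjusted threshold, 12 higher and 6 lower, and 4 past the adjusted one, 3 higher and 1 lower. With the batch as a block 6 passed the adjusted threshold. The split depends on how the libraries are scaled. On the families other than miR159 and miR396, the median change of all sequences moved by -0.61 and the split of the unadjusted calls was 3 higher and 14 lower. miR156g/h (TGACAGAAGAGAGGGAGCAC) rose from 4.83 ± 2.15 TPM (SD, n = 2) at 10DAF to 261 ± 128 TPM (SD, n = 2) at 40DAF, with an early-to-ripening log2 fold change of 2.73 (SE 0.59, adjusted p = 0.0494). Because its 10DAF libraries had 2 reads each, the rise is at least 36.0-fold over the floor. miR156e had 8.07 ± 2.06 TPM (SD, n = 2) at 10DAF and 119.9 ± 12.4 TPM (SD, n = 2) at 40DAF, with an early-to-ripening log2 fold change of 2.25 (SE 0.48, adjusted p = 0.0494), from at most 5 reads in each early library. These 2 sequences passed the adjusted threshold, but not with a pseudocount of 1 TPM or when scaled on the other families, and miR156e not by the median ratio. miR156a/c/d/i went from 28.0 ± 27.8 to 185 ± 41.6 TPM (SD, n = 2), with an early-to-ripening log2 fold change of 2.07 (SE 0.64, adjusted p = 0.119). For miR156j the change was from 52.1 ± 38.6 to 462 ± 171 TPM (SD, n = 2), with an early-to-ripening log2 fold change of 2.22 (SE 0.57, adjusted p = 0.0892) and an adjusted p of 0.0265 with the block. For miR156b it was from 70.8 ± 34.6 to 481 ± 145 TPM (SD, n = 2), with an early-to-ripening log2 fold change of 1.55 (SE 0.42, adjusted p = 0.0892). The 5 miR156 sequences rose in both batches, and over all libraries they rose under each of the scalings. None of these scalings is relative to clean reads. In the second batch all 71 sequences together took 5.06 and 6.37% of clean reads at 10 and 20DAF. At 30 and 40DAF they took 1.41 and 1.24%. A change per clean read was not computed, so these rises are relative to the totals used here. miR156a/c/d/i, miR156e and miR156j had every ripening library above every early one (two-sided exact p = 0.0286), and miR156b and miR156g/h did not (p = 0.0571, exact). For miR156e this order rests in part on 2 reads in the second-batch library of 30DAF, which is under the floor. miR156a/c/d/i is 1 base apart from miR156g/h, and miR156b from miR156e. The sequence of miR156a/c/d/i lies wholly within that of miR156j, so their rises need not be independent. miR172e is 1 base apart from miR172a and from miR172b/c. miR172e (AGAATCTTGATGATGCTGCAG) had 85.8 and 239 TPM at 10 and 20DAF in the first batch and 543 and 14.2 TPM in the second, against 15.6 ± 4.85 TPM (SD, n = 2) at 30DAF and 15.4 ± 9.66 TPM (SD, n = 2) at 40DAF, where it had 2 to 5 reads. Its early-to-ripening log2 fold change of -2.64 (SE 1.00, adjusted p = 0.170) passed the unadjusted threshold only, with a two-sided exact p of 0.0857. From 10 to 40DAF the mean of both batches fell at least 17.9-fold to the floor. This bound rests mostly on the 543 TPM of the second batch at 10DAF. The first batch had 85.8 TPM at 10DAF, against a floor of 12.9 TPM at 40DAF. Of the 13 sequences the paper names for the ripening stages, all 13 had the paper's direction. 12 passed when p values were adjusted over these 13 alone and 4 over all 71 sequences. The list holds the paper's own calls on these libraries, so the first count is no independent check of them. From the rise of miR156 and the fall of miR172e, together with their predicted targets, the paper proposes that both could have roles in the developmental transition and in fruit ripening.

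**Figure D1:**
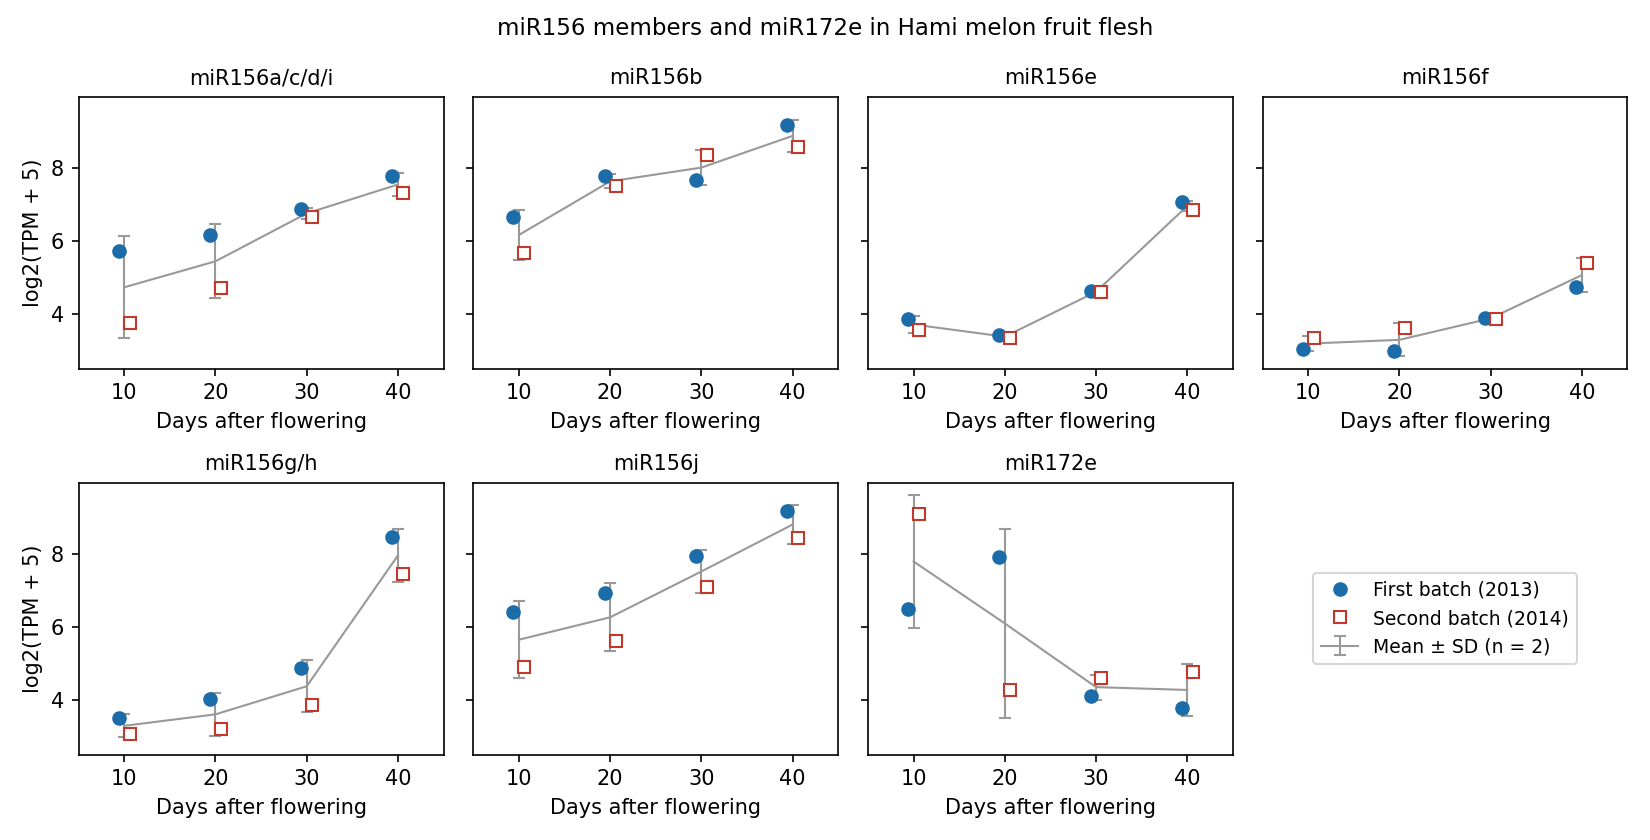
Expression of the miR156 sequences and miR172e as log2(TPM + 5) against days after flowering, with first-batch libraries as blue circles, second-batch libraries as red open squares and the mean ± SD (n = 2) in grey. miR156g/h goes from 4.83 ± 2.15 to 261 ± 128 TPM between 10 and 40DAF, and miR172e from 314 ± 323 to 15.4 ± 9.66 TPM.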

Nine SPL proteins were predicted as targets of cme-miR156 and four AP2/trans-acting ethylene-responsive element binding protein (EREBP) transcription factors were predicted to be targets of cme-miR172 (Table 3, S7 Table), indicating miR156 and miR172 could play important roles in promoting developmental transition and fruit ripening. Magnesium chelatase catalyzes the first unique step toward chlorophyll formation in the tetrapyrrole biosynthesis pathway. Magnesium chelatase subunit I2 (CHLI2) contributes to the assembly of the Mg chelatase complex [59]. Pectate lyase enzyme activity obtained directly from banana pulp steadily increases during fruit ripening [60]. Antisense expression of a pectate lyase gene in strawberry resulted in significantly firmer fruits [61]. In this study, CHLI2 was predicted as the target of cme-miR156g/h, and a pectin lyase-like superfamily protein was predicted to be the target of cme-miR156j (S7 Table), suggesting that miR156 may regulate the fruit flesh color and softening of Hami melon through modulating CHLI2 and pectin lyase. Cationic amino acid transporter 8 (CAT8), belonging to amino acid polyamine choline transporter family, preferentially transports neutral and acidic amino acid analogs [62]. In Arabidopsis, CAT8 is developmentally regulated and appear to be involved in early seedling development [62]. In the current study, CAT8 was predicted to be the target of both cme-miR156a-e/g-i and cme-miR172e (S7 Table), implying that miR156 and miR172 may contribute to the early Hami melon fruit development by fine-tuning CAT8.

miR159 and miR319 are highly conserved and share extensive sequence similarity, however, they have largely non-overlapping effects in vivo [63, 64]. miR159 targets some *MYB* transcription factor genes involved in the regulation of vegetative growth, flowering time, anther development, seed shape and germination [65–67]. In contrast, miR319 mediates the onset of leaf senescence by regulating its main targets TCP transcription factor family [68]. Deep sequencing of tomato fruit development at 10 time-points showed that both miR159 and miR319 are most abundant during early fruit development [17]. 

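miR159b (ATTGGATTGAAGGGAGCTCCT) had 8255 ± 2945 TPM (SD, n = 2) at 10DAF, 2807 ± 1367 TPM (SD, n = 2) at 20DAF, 893 ± 204 TPM (SD, n = 2) at 30DAF and 1026 ± 468 TPM (SD, n = 2) at 40DAF. Its change from the early to the ripening stages was a log2 fold change of -2.30 (SE 0.42, adjusted p = 0.0385 in limma and 0.0329 with the batch as a block). All 4 ripening libraries were below all 4 early ones (two-sided exact p = 0.0286), and leaving out any library kept the change within -2.56 to -2.05. The adjusted call of miR159b was lost in most of these fits. miR319a/b and miR319c/d, which differ at their last base, fell in both batches. miR319c/d went from 8218 ± 3096 TPM (SD, n = 2) at 10DAF to 2760.2 ± 2302 TPM (SD, n = 2) at 40DAF, with a log2 fold change of -1.49 between early and ripening stages (SE 0.49, adjusted p = 0.125). miR319a/b had 22593 ± 3458 TPM (SD, n = 2) at 20DAF and 7046 ± 556 TPM (SD, n = 2) at 30DAF, and at 40DAF 2020.3 TPM in the first batch but 13816 TPM in the second. Its log2 fold change was -1.58 (SE 0.61, adjusted p = 0.174). Neither miR319 sequence passed the adjusted threshold, and both did when the libraries were scaled on the families other than miR159 and miR396, with log2 fold changes of -2.79 (adjusted p = 0.0165) and -2.70 (adjusted p = 0.00404). The total used in that scaling rose towards ripening in large part through miR164c/d, so these larger falls are relative to that rise.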

Consistently, in Hami melon cme-miR159b and cme-miR319a/b/c/d both had high expression level at early development stages, and were down-regulated at the stages of fruit ripening (Fig 3, S5 Table). Two MYB proteins and five TCP transcription factors were predicted to be targets of cme-miR159 and cme-miR319, respectively (Table 3, S7 Table). miR159 and miR319 together with their conserved targets may play a role during the young fruit development. Glucosinolates are sulfur-rich, anionic natural products that are enzymatically hydrolyzed to produce several different products function as defense compounds and attractants with pungent or irritating taste and odor [69]. In Arabidopsis, brassinazole-resistant 1 (BZR1) and BRI1-EMS-suppressor 1 (BES1) are involved in the inhibition of glucosinolate biosynthesis by brassinosteroid [70]. Ascorbate-generated hydroxyl radicals can cause non-enzymatic solubilisation of polysaccharides in vitro, leading to the natural softening of fruit [71]. L-galactose-1-phosphate-phosphatase (VTC4) has been proposed to be a key regulator of ascorbic acid concentration during tomato fruit development and ripening [72]. In Hami melon, BES1/BZR1 homolog 4 and VTC4 were predicted as the targets of the down-regulated cme-miR159b (Fig 3, S5 and S7 Tables), indicating that miR159 maybe involved in the regulation of stress defense, fruit flavor and softening during fruit development.

miR164 regulates the formation of morphogenetic boundaries through directly targeting the NAC domain-encoding mRNAs [73, 74]. *CUP-SHAPED COTYLEDON* (*CUC)* genes function in establishing the boundary between meristematic, undifferentiated cells and those that are competent for differentiation [4]. Cell proliferation at the leaf margin determines leaf complexity, lack of CUC activity leads to simple leaves because of a precocious cessation of leaf margin growth [75]. ENHANCED VERY-LOW-FLUENCE RESPONSES 1 (EVE1) is required for the conversion of the early brassinosteroid precursor 24-methylenecholesterol to campesterol and plays a critical role in the general process of plant cell elongation [76, 77]. At present study, we predicted that cme-miR164 targeted five NAC transcription factors and EVE1 (Table 3, S7 Table). cme-miR164c/d were up-regulated during fruit development (Fig 3, S5 Table), indicating miR164 may negatively regulate cell proliferation and elongation at the early stages of fruit development through modulating its targets.

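miR164c/d (TGGAGAAGCAGGGCACGTGCA) had 335 ± 349 TPM (SD, n = 2) at 10DAF, 1089.6 ± 61.1 TPM (SD, n = 2) at 20DAF, 6659 ± 1154 TPM (SD, n = 2) at 30DAF and 10075 ± 333 TPM (SD, n = 2) at 40DAF, from 53 reads in its lowest library. The log2 fold change between early and ripening stages was 4.02 (SE 0.59, adjusted p = 0.0228 in limma and 0.0233 with the batch as a block), 3.39 in the first batch and 4.64 in the second. Every ripening library was above every early one (two-sided exact p = 0.0286). From 10 to 40DAF the log2 fold change was 5.43 (SE 0.83, adjusted p = 0.0294 in limma), and leaving out single libraries gave 4.10 to 6.76. miR164a, which differs only at the last base, went from 930.3 ± 225 TPM (SD, n = 2) at 10DAF to 1565 ± 460.0 TPM (SD, n = 2) at 40DAF. From the rise during development and the predicted targets, the paper proposes that miR164 may regulate cell proliferation and elongation negatively at the early stages.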

miR166 is known to have highly conserved targets that encode class III homeodomain-leucine zipper (HD-ZIP III) family members in a broad range of plant species [78]. Plant-specific HD-ZIP III transcription factors participated in many developmental processes [79, 80]. The high expression levels of miR166 at fruit ripening stages in both tomato [18] and banana [81] suggested this miRNA is a potentially important regulator of fruit ripening. 

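miR166a/b/c/d/f/h (TCGGACCAGGCTTCATTCCCC) had 77.7 ± 65.4 TPM (SD, n = 2) at 10DAF, 145 ± 74.1 TPM (SD, n = 2) at 20DAF, 564 ± 31.1 TPM (SD, n = 2) at 30DAF and 122 ± 69.0 TPM (SD, n = 2) at 40DAF. From 10 to 30DAF its log2 fold change was 3.05 (SE 0.82, adjusted p = 0.199 in limma), and from 30 to 40DAF it was -2.28 (SE 0.82, adjusted p = 0.415). Both passed the unadjusted threshold and neither the adjusted one. With the batch as a block the adjusted p values were 0.199 and 0.370. Over all alternatives, the adjusted p in limma ranged from 0.0449 to 0.340 for the rise and from 0.212 to 0.579 for the fall. The rise thus passed the adjusted threshold at the lowest of these values, and the fall under none. miR166g, which is 1 nt shorter, had 38.9 TPM in the first batch and 57.1 TPM in the second at 30DAF, and 4.29 and 22.2 TPM at 40DAF, where it had 1 and 3 reads. Its fall is thus at least 2.74-fold to the floor. The log2 fold change of -1.72 (SE 1.47, adjusted p = 0.877; 0.810 with the block) passed neither threshold, although both libraries of 40DAF were below both of 30DAF.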

At present study, five HD-ZIP III family members were predicted as the targets of cme-miR166 (Table 3, S7 Table). cme-miR166a/b/c/d/f/h were up-regulated in 30DAF vs. 10DAF, then down-regulated in 40DAF vs. 30DAF, while cme-miR166g was down-regulated in 40DAF vs. 30DAF (Fig 3, S5 Table). This finding confirms that miR166 has an important role in promoting fruit ripening and may contribute to the fine-tuning of HD-ZIP III proteins. Abscisic acid responsive elements-binding factor 2 (ABF2) is required for abscisic acid-mediated normal glucose response [82]. During Hami melon fruit development, the glucose content in fruit flesh is slightly increased at 30DAF comparing to 10 and 20DAF, then decreased at 40DAF [43]. ABF2 was predicted as the target of cme-miR166 a/b/c/d/f/g/h (S7 Table), suggesting miR166 maybe responsible for glucose accumulation and stress response during Hami melon fruit development by targeting ABF2.

Phosphorus is a critical macronutrient for plant growth and development. RING E3 ubiquitin ligase ATL80, a member of the Arabidopsis Tóxicos en Levadura (ATL) family, is shown to negatively affect the phosphorus mobilization and cold stress response in Arabidopsis [83]. 

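miR167c (TGAAGCTGCCAGCATGATCTT) had 85.8, 72.2, 12.2 and 0 TPM at 10, 20, 30 and 40DAF in the first batch, which is 27, 26, 5 and 0 reads, and 38.0, 10.2, 0 and 7.41 TPM in the second, which is 23, 10, 0 and 1 reads. Its change from the early to the ripening stages was a log2 fold change of -2.44 (SE 0.81, adjusted p = 0.125 in limma and 0.0945 with the batch as a block). It passed the unadjusted threshold but not the adjusted one, and the exact permutation test gave a two-sided p of 0.0571. Scaled on the families other than miR159 and miR396, the change was -3.16 (adjusted p = 0.0258), but that scaling follows the rise of miR164c/d in large part. From 10 to 40DAF the fall is at least 3.53-fold to the floor. miR167a/b and miR167d/f differ from miR167c only at the last base, and miR167d/f had 176 ± 66.0 TPM (SD, n = 2) at 10DAF and 145 ± 26.2 TPM (SD, n = 2) at 40DAF.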

In this study, we predicted cme-miR167c targeted *ATL80* gene (S7 Table). cme-miR167c was down-regulated at the stages of fruit ripening (Fig 3, S5 Table), indicating that miR167 may play an essential role in phosphorus transport and cold stress tolerance at the early stages of Hami melon fruit development, by regulating ATL80.

miR169 targets members of the *NUCLEAR FACTOR Y*, *subunit A* (*NF-YA*) gene family to regulate plant development and stress responses [84–86]. The expression level of miR169 is very low at the fruit ripening stages of tomato [18] and banana [81]. 

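miR169f/h (CAGCCAAGGATGACTTGCCGG) had 36 reads (59.6 TPM) in the second-batch library of 10DAF and at most 1 read in each of the other 7 libraries. The log2 fold change was -1.88 from 10 to 20DAF (SE 1.008, adjusted p = 1.00 in limma) and -2.20 from 10 to 40DAF (SE 1.008, adjusted p = 0.259). Neither passed the unadjusted threshold, with or without the batch as a block. Against the floor the values were at least 5.52-fold and 1.79-fold lower. Without the second-batch library of 10DAF the log2 changes were -0.39 and -0.71, so they rest on that library. miR169k had 15.5 ± 8.47 TPM (SD, n = 2) at 10DAF, 4.43 ± 2.34 TPM (SD, n = 2) at 20DAF and 119 ± 83.3 TPM (SD, n = 2) at 40DAF. Its log2 fold change was 2.47 from 10 to 40DAF (SE 0.86, adjusted p = 0.165; 0.0706 with the block) and 3.55 from 20 to 40DAF (SE 0.86, adjusted p = 0.120; 0.0328 with the block). Both passed the unadjusted threshold, and with the block the second passed the adjusted one. miR169t had 171 ± 90.2 TPM (SD, n = 2) at 10DAF, 167.3 ± 125 TPM (SD, n = 2) at 20DAF and 531 ± 353 TPM (SD, n = 2) at 40DAF. Its log2 fold changes of 1.53 from 10 to 40DAF (SE 0.81, adjusted p = 0.320) and 1.68 from 20 to 40DAF (SE 0.81, adjusted p = 0.396) did not pass the unadjusted threshold. With the block, the second did.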

At present study, cme-miR169f/h had a low level at all fruit development stages and was down-regulated in 20DAF vs. 10DAF and 40DAF vs. 10DAF, while cme-miR169k/t were up-regulated in 40DAF vs. 10DAF and 40DAF vs. 20DAF (Fig 3, S5 Table). Two *NF-YA* genes were predicted as the targets of cme-miR169 (Table 3, S7 Table), suggesting miR169-NF-YA modules may have multiple roles in response to stress signaling during Hami melon fruit development.

It is known that the ancient miRNA miR396 controls cell proliferation in Arabidopsis leaves through its conserved target GROWTH-REGULATING FACTORs (GRFs) [87]. Recent study showed that miR396 modulates fruit enlargement and weight via GRF transcription factors in tomato [15]. In this study, seven GRF transcription factors were predicted to be targets of cme-miR396 (Table 3, S7 Table). cme-miR396a/c/d were down-regulated at ripening stages comparing to the early stages of fruit development (Fig 3, S5 Table), which suggested that miR396-GRF modules maybe required for young fruit development and enlargement in Hami melon.

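miR396a/c/d (TTCCACAGCTTTCTTGAACTT) went from 45773 ± 58455 TPM (SD, n = 2) at 10DAF and 51852 ± 66762 TPM (SD, n = 2) at 20DAF to 4667 ± 1674 TPM (SD, n = 2) at 30DAF and 4583 ± 464 TPM (SD, n = 2) at 40DAF. The log2 fold change between early and ripening stages was -2.18 (SE 1.24, adjusted p = 0.404 in limma), which passed neither threshold. With the batch as a block it passed the unadjusted one (adjusted p = 0.172). The exact permutation test gave a two-sided p of 0.229. The change was -4.11 in the first batch and -0.24 in the second, and the difference between the batches, 3.88, had an adjusted p of 0.00214 in limma. That fit took the 2 early and the 2 ripening stages of a batch as replicates. Its p thus does not measure the spread between fruits or seasons. The second-batch change depends on the scaling, with -1.98 on the other families and -1.26 by the median ratio. Under the scaling on other families the change was -3.39, with an adjusted p of 0.0730. miR396b (TTCCACAGCTTTCTTGAACTG), which differs from it at the last base and had 318636 ± 26278 TPM (SD, n = 2) at 10DAF and 456448 ± 284865 TPM (SD, n = 2) at 40DAF, was higher at 40DAF than at 10DAF in the first batch and lower in the second. From the fall of miR396a/c/d and its predicted GRF targets, the paper proposes that miR396-GRF modules may be needed for the development and enlargement of young fruit.

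**Figure D2:**
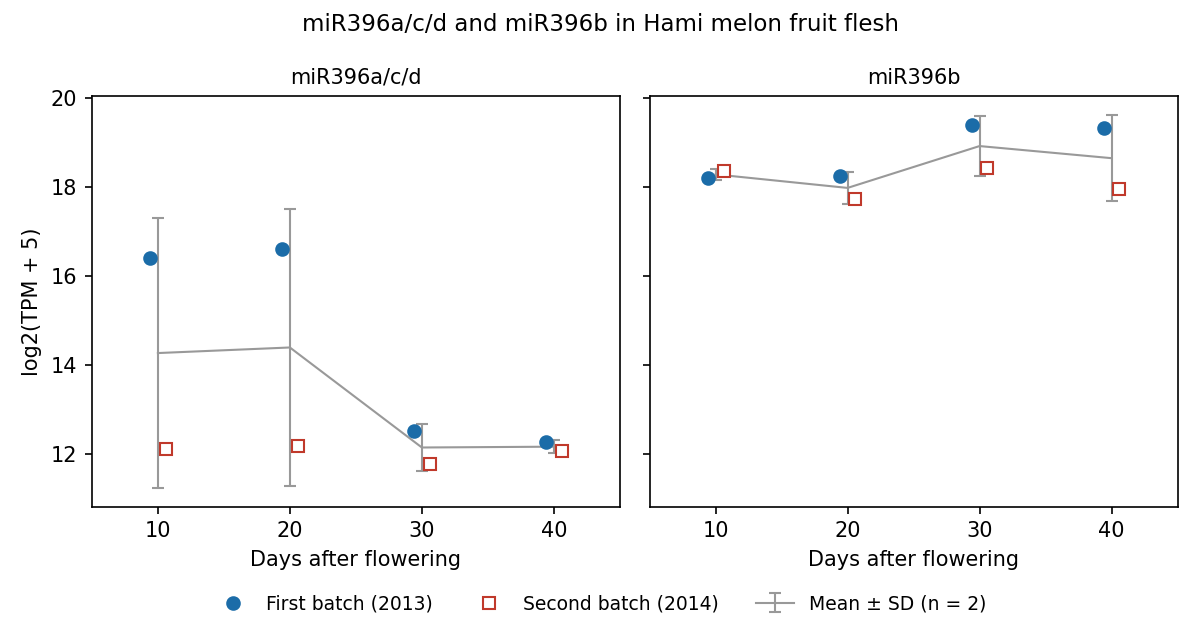
Expression of miR396a/c/d and miR396b as log2(TPM + 5) against days after flowering, with first-batch libraries as blue circles, second-batch libraries as red open squares and the mean ± SD (n = 2) in grey. The first-batch libraries of miR396a/c/d lie at 87107 and 99059.6 TPM at 10 and 20DAF, and the other 6 libraries between 3483 and 5849.9 TPM.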

miR393 regulation of F-box proteins is important for auxin-dependent plant development and for response to environment [88–91]. Down-regulation of TRANSPORT INHIBITOR RESPONSE 1 (TIR1) plays a critical role at the flower-to-fruit transition in tomato [92]. Using high-throughput degradome library sequencing, miR393 is shown to regulate the expression of TIR1 and its homologues during tomato fruit set [19]. In litchi, miR393 was reported to have an important role in fruit senescence through regulating its target auxin signaling F-box 2 (AFB2) [93]. 

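miR393a/b/c (TCCAAAGGGATCGCATTGATC) had 629 ± 368 TPM (SD, n = 2) at 10DAF, 448 ± 297 TPM (SD, n = 2) at 20DAF, 297 ± 24.2 TPM (SD, n = 2) at 30DAF and 456 ± 110.5 TPM (SD, n = 2) at 40DAF. From 10 to 30DAF its log2 fold change was -0.94 (SE 0.69, adjusted p = 0.571 in limma and 0.485 with the batch as a block). The difference of the means was smaller than the SD at 10DAF, where the first batch had 889 TPM and the second 369 TPM, and it did not pass the unadjusted threshold. It did when the libraries were scaled on the families other than miR159 and miR396, with a log2 fold change of -2.09 and an adjusted p of 0.0347. That scaling follows the rise of miR164c/d in large part.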

In Hami melon, we predicted that cme-miR393 targeted both *TIR1* and *AFB2* genes (Table 3, S7 Table). cme-miR393a/b/c was down-regulated in 30DAF vs. 10DAF (Fig 3, S5 Table), implying that miR393 may be involved in Hami melon fruit set and negatively regulate fruit ripening and senescence by modulating the expression of F-box proteins.

miR397 and its target laccases have been reported to co-regulate the lignin content in poplar [94] and Arabidopsis [95]. Lignin is one of the organic polymers that strengthen plant cell walls. In strawberry, the lignin content is closely correlated with fruit firmness [96, 97]. Beta-galactosidase is one of the key enzymes in fruit ripening. The beta-galactosidase isozymes in muskmelon has been reported to be able to hydrolyze the pectin and hemicellulose in vitro from its fruit cell walls [98]. At present study, seven laccases and beta-galactosidase 7 were predicted as the targets of cme-miR397 (Table 3, S7 Table). cme-miR397was down-regulated in 30DAF vs. 20DAF (Fig 3, S5 Table), indicating that miR397 may regulate fruit firmness and softening during Hami melon fruit development.

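miR397 (TCATTGAGTGCAGCGTTGATG) had 75 reads at 20DAF and 7 at 30DAF in the first batch (208 and 17.0 TPM), and 2 and 0 reads in the second, which is under the floor at both stages. The log2 fold change from 20 to 30DAF was -1.88 (SE 1.86, adjusted p = 0.971 in limma and 0.557 with the batch as a block) and did not pass the unadjusted threshold. Without the first-batch library of 20DAF it was 0.58, so the fall rests on that library, and in the second batch a change was not detectable at this depth.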

miR398 mediates plant responses to abiotic and biotic stresses through regulating the expression of its target genes, *Cu or Zn superoxide dismutase* (*CSD*) [99–101] and *the copper chaperone for superoxide dismutase* (*CCSD*) [102, 103]. Over-expression of Arabidopsis blue copper binding protein (BCB) in transgenic lines caused an accumulation of lignin and a decrease of aluminium-stress-induced lipid peroxides [104]. Associated with tolerant to chilling and freezing 1, BCB was reported to promote lignin biosynthesis in response to cold stress [105]. 

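miR398a (TGTGTTCTCAGGTCGCCCCTG) had 216, 430.4, 606 and 4.29 TPM at 10, 20, 30 and 40DAF in the first batch and 91.0, 26.4, 57.1 and 14.8 TPM in the second. At 40DAF these are 1 and 2 reads. Set against the floor, the mean of both batches at 40DAF was at least 8.75-fold lower than at 10DAF. It was at least 13.0-fold lower than at 20DAF and 18.9-fold lower than at 30DAF. The bounds for 20 and 30DAF rest mostly on the first batch. The second batch had 26.4 and 57.1 TPM there, against a floor of 22.2 TPM at 40DAF. The log2 fold changes were -3.42 (SE 1.56, adjusted p = 0.259 in limma), -3.11 (SE 1.56, adjusted p = 0.396) and -3.84 (SE 1.56, adjusted p = 0.459). The last of them passed the unadjusted threshold, and with the batch as a block all 3 did (adjusted p = 0.180, 0.330 and 0.370). With single libraries left out, they ranged from -4.03 to -2.82, from -5.00 to -1.21 and from -5.49 to -2.19. miR398b had 3 and 5 reads at 20DAF in the first and second batch, 6 and 20 at 30DAF and 1 and 0 at 40DAF. Its TPM was 6.70 ± 2.31 (SD, n = 2) at 20DAF, 102 ± 124 (SD, n = 2) at 30DAF and 2.15 ± 3.03 (SD, n = 2) at 40DAF. The log2 fold change from 20 to 30DAF was 2.42 (SE 1.14, adjusted p = 0.639; 0.520 with the block) and did not pass the unadjusted threshold. Leaving out single libraries gave 0.76 to 4.08. From 30 to 40DAF it was -3.18 (SE 1.14, adjusted p = 0.415; 0.370 with the block), past the unadjusted threshold. Single libraries left out gave -4.84 to -1.52. In the mean of both batches the fall was at least 5.84-fold to the floor, which rests on the 190 TPM of the second batch at 30DAF. The first batch had 14.6 TPM at 30DAF, against a floor of 12.9 TPM at 40DAF.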

In this study, one *CSD* gene and one *CCSD* gene were predicted as the targets of cme-miR398b and two *BCB* genes were predicted to be the targets of cme-miR398a/b (Table 3, S7 Table). cme-miR398a was down-regulated at 40DAF comparing with the other three stages, while cme-miR398b was up-regulated in 30DAF vs. 20DAF, then down-regulated in 40DAF vs. 30DAF (Fig 3, S5 Table). This finding indicated that miR398 participate in Hami melon fruit development in two different manners, both miR398a and b may modulate the lignin formation in response to various environmental stresses during fruit development, and miR398b maybe linked to direct responses to stresses and the downstream signaling processes at the ripening stages.

miR2111 was induced by phosphate deficiency in Arabidopsis [106]. The kelch-domain containing proteins with unknown function were predicted as the targets of phosphate-responsive miR2111 [106, 107]. At present study, cme-miR2111a/b were up-regulated during Hami melon fruit development (Fig 3, S5 Table), and we predicted that cme-miR2111a/b targeted a homologous of lysophosphatidyl acyltransferase 5 (S7 Table). 

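miR2111a/b (TAATCTGCATCCTGAGGTTTA) had 317 ± 167.4 TPM (SD, n = 2) at 10DAF, 629 ± 92.5 TPM (SD, n = 2) at 20DAF, 581 ± 55.2 TPM (SD, n = 2) at 30DAF and 916 ± 434 TPM (SD, n = 2) at 40DAF. From 10 to 40DAF its log2 fold change was 1.54 (SE 0.59, adjusted p = 0.185 in limma and 0.192 with the batch as a block), past the unadjusted threshold only. In the first batch the highest value was at 20DAF (694 TPM) and in the second at 40DAF (1223 TPM). Scaled on the families other than miR159 and miR396, the change was 0.12 (adjusted p = 0.872) and did not pass the unadjusted threshold.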

Phospholipid/glycerol acyltransferase is involved in the synthesis of phospholipids, the major lipid component of the most cellular membranes. This finding suggested that miR2111 might mediate the membrane biogenesis during fruit growth and ripening by regulating its target phospholipid/glycerol acyltransferase.

An inactive homolog of class III chitinases was reported to accumulate in immature banana fruits and possibly serve as a source of amino acids for the synthesis of ripening-associated proteins [108]. In this study, chitinase A, a class III chitinase, was predicted as the target of cme-miR530b (S7 Table). cme-miR530b was up-regulated at 40DAF comparing with the other three stages (Fig 3, S5 Table), implying that miR530 is probably involved in the ripening process of Hami melon fruit by regulating the expression of chitinase A.

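miR530b (TGCATTTGCACCTACACCTT) had 10 and 6 reads at 40DAF in the first and second batch, 43.7 ± 1.12 TPM (SD, n = 2). Before 40DAF it had 7, 3 and 2 reads at 10, 20 and 30DAF in the first batch and 0 in the second. Its value at 40DAF was at least 7.68-fold higher than at 20DAF and 2.44-fold higher than at 30DAF. The log2 fold changes at 40DAF were 2.06 against 10DAF (SE 0.98, adjusted p = 0.270 in limma), 2.58 against 20DAF (SE 0.98, adjusted p = 0.344) and 2.79 against 30DAF (SE 0.98, adjusted p = 0.415). The latter 2 passed the unadjusted threshold, and with the batch as a block all 3 did (adjusted p = 0.172, 0.140 and 0.197). With a pseudocount of 1 TPM, or scaled on the families other than miR159 and miR396, neither of the latter 2 passed.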

Senescence-associated E3 ubiquitin ligase 1 (SAUL1) prevent premature senescence in Arabidopsis [109]. Down-regulation of SAUL1 enhanced abscisic acid (ABA) biosynthesis [109]. ABA plays an important role in fruit softening and ripening in strawberry [110, 111] and tomato [112]. DEFECTIVE IN RNA-DIRECTED DNA METHYLATION 1 (DRD1) is a putative chromatin remodeling protein, belonging to a plant-specific subfamily of SWITCH 2/SUCROSE NONFERMENTING 2-like proteins [113, 114]. DRD1 is positively associated with leaf senescence in Arabidopsis [115]. ERECTA-LIKE (ERL) 1, together with ERECTA and ERL2 promotes intercellular communication that is essential for coordinated cell proliferation and organ growth [116]. In Hami melon, SAUL1, DRD1, and ERL1 were predicted to be the targets of cme-miR1 (S8 Table). cme-miR1 was down-regulated during fruit development (Fig 3, S5 Table), implying that cme-miR1 may participate in ABA signaling and fruit growth, ripening, and senescence by modulating its targets.

TIP GROWTH DEFECTIVE 1 (TIP1) plays a role in both tip and diffuse cellular growth, and affects organ size throughout the plant [117–119]. In this study, we predicted that cme-miR2 targeted a homologous protein of TIP1 (S8 Table). cme-miR2 was up-regulated in 30DAF vs. 10DAF and down-regulated in 40DAF vs. 30DAF (Fig 3, S5 Table), indicating that cme-miR2 may modulate the cell growth and fruit size of Hami melon through negatively regulating TIP1.

Compact inflorescence (CIF) 1 plays a vital role in regulating the phase transition from juvenile to adult, the growth pattern of adult vegetative tissues is dramatically affected in *cif1* mutant plants when combined with the dominant CIF2 modifier allele [120, 121]. In the current study, we predicted that cme-miR7 targeted CIF1 (S8 Table). cme-miR7 was down-regulated in 30DAF vs. 10DAF (Fig 3, S5 Table), suggesting cme-miR7 maybe involved in the phase transition from young fruit to mature fruit during Hami melon fruit development through targeting CIF1.

### A miRNA-transcription factor network may contribute to the regulation of Hami melon fruit ripening

Fruit ripening is mediated by multiple transcriptional cascades, in which the upstream signaling and transcription regulators are induced to activate or repress the downstream ripening pathways including ethylene, carotenoids and cell wall metabolism. NAC, MYB, AP2 domain, SPL, HD-ZIP homeobox protein are the common classes of transcription factors that are differentially expressed during tomato [122] and melon [123] fruit ripening. In tomato, a NAC gene, *NON-RIPENING*, positively regulates fruit ripening [124]. Another NAC transcription factor, SINAC4, also functions as a positive regulator of fruit ripening by affecting ethylene synthesis and carotenoid accumulation [125]. A SPL protein, CNR, is critical for normal fruit ripening [126]. The tomato AP2a transcription factor negatively regulates ethylene biosynthesis and carotenoid accumulation [58, 127], while CNR functions upstream of AP2a and positively regulate its expression [58]. A HD-Zip homeobox protein, LeHB-1, plays an important role in the control of fruit ripening [128]. In Hami melon, we predicted that cme-miR156 targeted nine SPL proteins, cme-miR172 targeted four AP2/EREBP transcription factors, cme-miR164 targeted five NAC transcription factors, and cme-miR166 targeted five HD-ZIP III family members. cme-miR4 was detected in sRNA libraries in this study, but excluded in the differentially expressed miRNAs because of its distinct expression trends between the first and second batches (S3 Table). One NAC domain protein was predicted as the target of cme-miR4 and validated through our 5’ RACE experiment (Fig 5). MiR156-SPL, miR164-NAC, cme-miR4-NAC, miR166-HD-ZIP III may positively regulate fruit ripening, while miR172-AP2 could negatively regulate the ripening process. The miR156-SPL and miR172-AP2 modules are possibly part of a negative feedback loop in the regulation of Hami fruit ripening.

## Conclusions

In the present study, we performed a close examination of the dynamic regulation of miRNAs during sequential stages of Hami melon fruit development. Our results revealed that specific miRNAs were differentially regulated during fruit development, and therefore may play important roles in fruit growth and ripening. All the related regulatory events maybe contributing in a balanced manner to the process of normal Hami fruit development and ripening. The findings of this study could be used for further research and applications in breeding practices. Ripening-associated transcription factors, NAC, SPL, AP2, HD-ZIP III, and ARF, were predicted as the targets of developmentally regulated miRNAs in Hami melon, further investigation on how miRNAs and ripening-associated transcription factors interact during the programmed process of fruit ripening may help us find the key factors that determine the long shelf life of Hami melon.

## Materials and methods

### Plant materials

‘Flavor No. 4’, a medium-maturing variety of Hami melon with unique sweet and sour taste, was cultivated in the greenhouse at Institute of Vegetables and Flowers, Chinese Academy of Agricultural Sciences (Beijing, China). When female flowers (one per plant) open, they were hand pollinated in the same day to precisely determine the stage of development. Fruits at four typical stages of development: 10DAF (young fruit), 20DAF (expanding), 30DAF (premature) and 40DAF (mature) were harvested. Sucrose accumulation can be used as a marker for the onset of fruit ripening in melon [123]. In Hami melon, the sucrose content dramatically increased at 30DAF [43], suggesting 30DAF and 40DAF represent the fruit ripening stages. The fruit samples were harvested in two batches, the first batch samples (three fruits from three different plants at each developmental stage) were collected in 2013 and the second batch samples (one fruit from one plant at each developmental stage) were collected in 2014. The first batch melon plants were hand pollinated at May 2013 and the mature fruits were harvested in mid June 2013. While the second batch plants were hand pollinated at May 2014 and the mature fruits were harvested at the end of June 2014. Flesh mesocarp was taken from the center-equatorial portion of each fruit, and then chopped into small pieces. Sliced flesh mesocarp samples were snap-frozen in liquid nitrogen and kept at -80°C until required.

### RNA extraction and small RNA sequencing

Total RNA was extracted by using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions, and RQ1 DNase (Promega, Madison, WI, USA) was used to remove contaminating genomic DNA. The quality and quantity of the purified RNA was monitored at the ratios of A260/A280 and A260/230 on SmartSpec Plus Spectrophotometer (BioRad, Philadelphia, PA, USA). RNA integrity was further verified by 1.5% agarose gel electrophoresis.

For sRNA sequencing, total RNA was extracted from flesh mesocarp samples collected from each melon fruit. For the first batch samples, the RNA extractions from the same developmental stage were mixed together. Three μg of total RNA from each developmental stage was used for sRNA cDNA library preparation with Balancer NGS Library Preparation Kit (Gnomegen, San Diego, CA, USA) based on manufacturer’s instruction. Whole library was applied to 10% native PAGE gel electrophoresis and bands corresponding to miRNA insertion were cut and eluted. After ethanol precipitation and washing, the purified small RNA libraries were quantified with QubitFluorometer (Invitrogen, Carlsbad, CA, USA). The four small RNA libraries from the first batch were used for cluster generation and applied to Illumina GAIIx (Illumina, San Diego, CA, USA) 73 nt single-end sequencing. The four small RNA libraries from the second batch were applied to Illumina NextSeq 500 (Illumina, San Diego, CA, USA) 76 nt pair-end sequencing. All eight sRNA libraries in two separate batches were sequenced to obtain independently repeated data.

### Conserved and novel miRNA identification

After the completion of sequencing, raw reads were processed by FASTX-Toolkit (Version 0.0.13) to obtain reliable clean reads. During this procedure, adaptor sequences, low quality tags and sequences shorter than 18 nt were removed. Based on the length of the mature miRNA and adapter length, RNAs smaller than 18 nt and greater than 30 nt in length were excluded from the further analysis. The obtained high-quality clean reads were subsequently searched against the Rfam database (version 12.0) using Bowtie [129]. The matches to rRNAs and tRNAs were excluded. Next, the remaining unique sequences were aligned against miRBase (v21, July 2014) [33] using Bowtie (one mismatch allowed). The matched sRNA sequences were considered to be conserved miRNAs. Unaligned sequences were potential candidates for novel miRNAs. To identify novel miRNAs, the unique sequences were aligned to MELONOMICS reference genome sequence (v3.5) [38] using algorithm miRDeep [39]. Mfold (http://unafold.rna.albany.edu) [40] was employed to explore the secondary structures of the putative precursors utilizing default parameters. Precursors that met structural miRNA criteria were kept for further analysis.

### Expression analysis of the identified miRNAs

To investigate the expression profiles of identified miRNAs in the eight sRNA libraries, the frequency of miRNA counts were normalized to TPM using the following formula: normalized expression = actual read count / total read count × 10^6^. Each batch was considered as a biological replicate set. Differentially expressed miRNAs between the four developmental stages were analyzed using the software edgeR [130]. A combination of |fold change| >1.5 and *p*-value <0.05 were used as the threshold to determine the significance of differentially expressed miRNAs.

### Real-time quantitative reverse transcription (qRT) -PCR

Because fruit samples from the first batch were used for both RNA sequencing and small RNA sequencing, and the RNA sequencing data have been published last year [43]. The remaining volume of RNA samples from the first batch was not sufficient for qRT-PCR experiments, only samples from the second batch were used for qRT-PCR assay. One microgram of total RNA was reverse transcribed using M-MLV Reverse Transcriptase according to the manufacturer’s protocol (Promega, Madison, WI, USA). We selected U6 snRNA as the internal control. The stem-loop qRT-PCR primers for mature miRNAs were designed by us (S10 Table), the stem-loop qRT-PCR primers for U6 were designed and provided by RIBOBIO (Guangzhou RIBOBIO Co., Ltd, Guangzhou, China). Real-time monitoring of PCR was performed using SYBR Green Realtime PCR Master Mix (Toyobo, Osaka, Japan) and LightCycler 480 (Roche, Indianapolis, IN, USA). The reaction was 20 μl system containing 1 μl of diluted cDNA (equivalent to 100 pg of total RNA), 10 μl of 2 × SYBR green reaction mix, and 5 pmol of the forward and the reverse primers. The qRT-PCR was conducted in triplicate for 1 min at 95°C, followed by 40 cycles of 15 s at 95°C, 20 s at 60°C and 20 s at 72°C. The 2^-ΔΔCt^ method was utilized to calculate the fold change in miRNA expression [131]. For calculating the relative expression of each miRNA, the Ct value at 10DAF was used as a reference.

### miRNA target prediction and validation

The putative targets of identified miRNAs were predicted using psRNATarget with default settings (http://plantgrn.noble.org/psRNATarget/) [42]. The custom transcript databases include 22,922 mRNA sequences identified from the transcriptome database of Hami melon fruit [43]. All predicted target genes were evaluated by scoring system, and sequences were considered to be putative miRNA targets if a penalizing score was no more than 3 points. The putative targets were annotated using BLASTX against the non-redundant (Nr) and Arabidopsis Information Resource (TAIR) database.

Two μg total RNA from equally mixed four RNA extractions of 10DAF, 20DAF, 30DAF and 40DAF was used to synthesize 5’-RACE-ready cDNAs with the 5’-Full RACE Kit (Takara Bio Inc., Otsu, Shiga, Japan) according to the manufacturer’s instructions. The final PCR product was extracted and purified from a 2% agarose gel, cloned into pEASY-T1 Vector (Beijing TransGen Biotech Co., Ltd, Beijing, China), and plasmid DNA from 10 different colonies was sequenced. The outer and inner gene specific primers were listed in S10 Table.

### Accession numbers

The accession number for the small RNA sequence data reported in this paper is GEO: GSE77127.

## Supporting information

S1 Fig Comparison of our sRNA reads data with the previously published melon sRNA data [20]. 1–5, 1 ≤ read count < 5; 5–10, 5 ≤ read count < 10; 10–15, 10 ≤ read count < 15; 15–20, 15 ≤ read count < 20; 20–25, 20 ≤ read count < 25; 25–30, 25 ≤ read count < 30; > = 30, 30 ≤ read count. DAF represents days after flowering. 2013 represents the first batch samples collected in 2013. 2014 represents the second batch samples collected in 2014.
(PDF) Click here for additional data file.

S2 Fig Length distribution pattern of annotated and unannotated small RNA sequences in different libraries. nt, nucleotides. DAF represents days after flowering. 2013 represents the first batch samples collected in 2013. 2014 represents the second batch samples collected in 2014.
(PDF) Click here for additional data file.

S3 Fig Length distribution of the miRNAs identified by aligning to known miRNAs in miRBase or computational methods. nt, nucleotides. DAF represents days after flowering. 2013 represents the first batch samples collected in 2013. 2014 represents the second batch samples collected in 2014.
(PDF) Click here for additional data file.

S4 Fig The secondary structures of Hami melon-specific miRNAs predicted by Mfold. (PDF) Click here for additional data file.

S1 Table Identification of conserved miRNAs in Hami melon. (XLS) Click here for additional data file.

S2 Table The precursor sequence of conserved miRNAs. (XLS) Click here for additional data file.

S3 Table Identification of Hami melon-specific miRNAs. (XLS) Click here for additional data file.

S4 Table The precursor sequence of Hami melon-specific miRNAs. (XLS) Click here for additional data file.

S5 Table Differentially expressed miRNAs during Hami melon fruit development. m. value = log_2_(fold change). “the absolute value of m. value >log_2_1.5 and p. value <0.05” was set as the threshold to determine the significance of differentially expressed miRNAs.
(XLS) Click here for additional data file.

S6 Table Expression profiles of miRNAs measured by small RNA sequencing and stem-loop qRT-PCR. Relative expression level was calculated using TPM/TPM-10DAF. qRT-PCR data were averaged using the results from three independent experiments.
(XLSX) Click here for additional data file.

S7 Table The targets of Hami melon conserved miRNAs. (XLS) Click here for additional data file.

S8 Table The targets of Hami melon-specific miRNAs. (XLSX) Click here for additional data file.

S9 Table GO enrichment analysis of the target genes. Sheet 1: Cellular component category. Sheet 2: Molecular function category. Sheet 3: Biological process category.
(XLS) Click here for additional data file.

S10 Table The primers used in this study. (XLSX) Click here for additional data file.

# Supplementary material for: Genome-wide identification of Hami melon miRNAs with putative roles during fruit development
**Source:** PLoS One. 2017 Jul 24;12(7):e0180600. doi: 10.1371/journal.pone.0180600
**Supplement:** S4 Fig

S4 Fig

Output of sir\_graph (©)  
mfold\_util 4.7

Created Tue Nov 22 03:00:50 2016

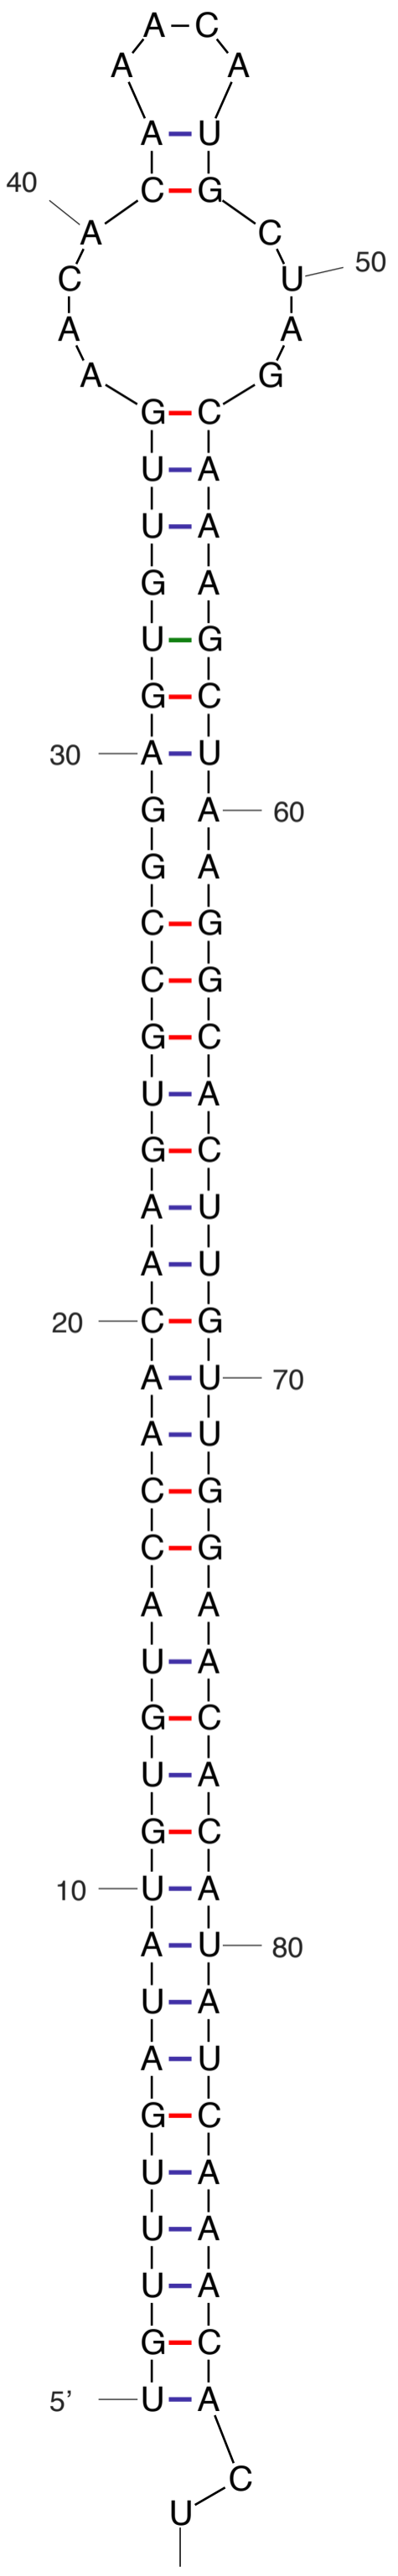

$dG = -47.70$  [Initially -47.70] cme-miR1

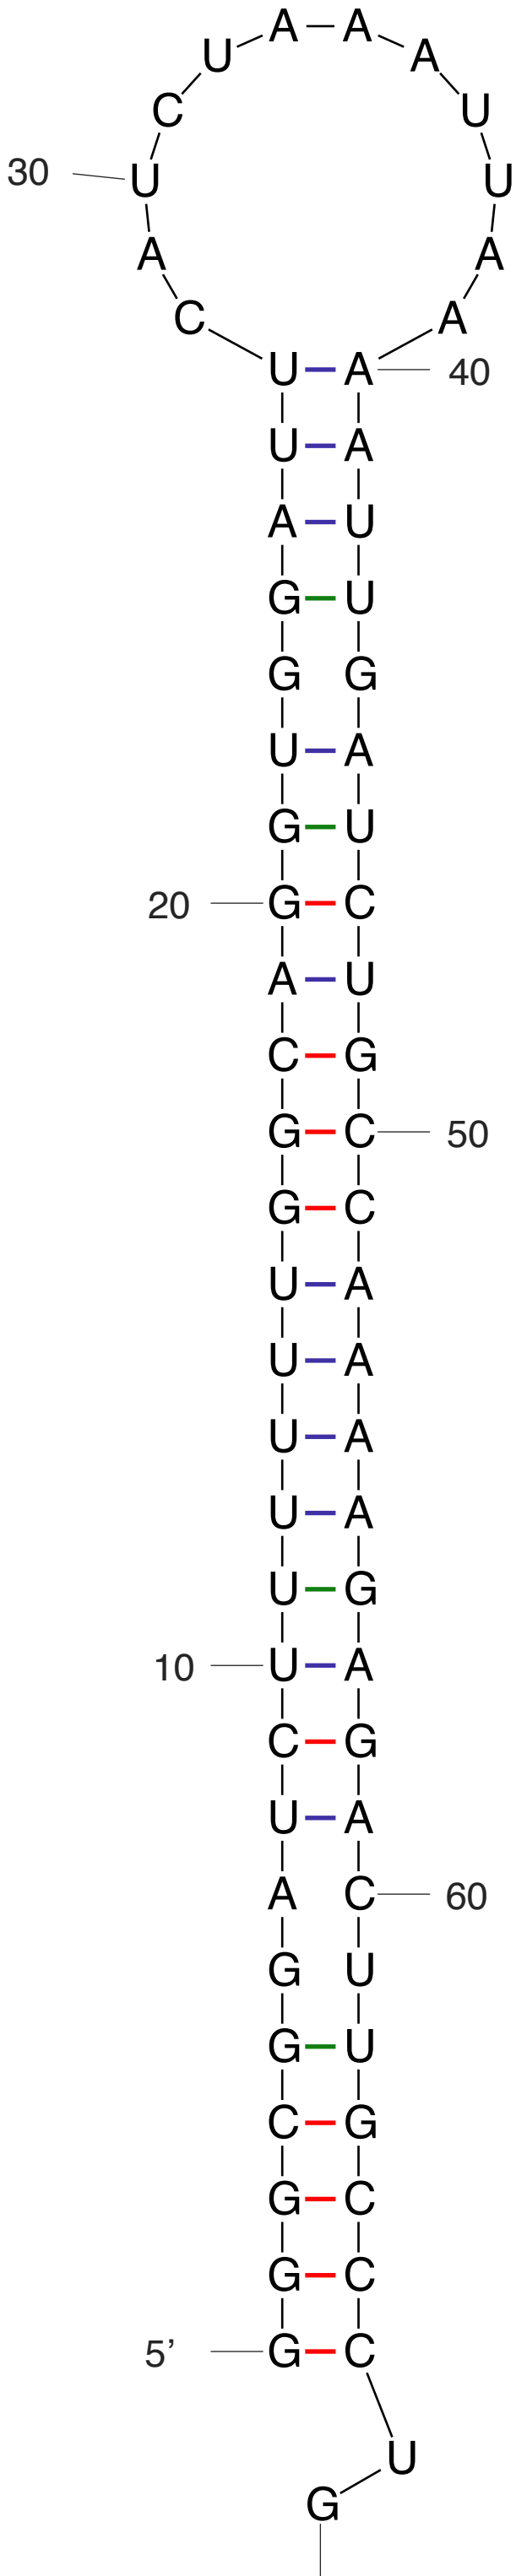

$dG = -33.70$  [Initially -33.70] *cme-miR2*

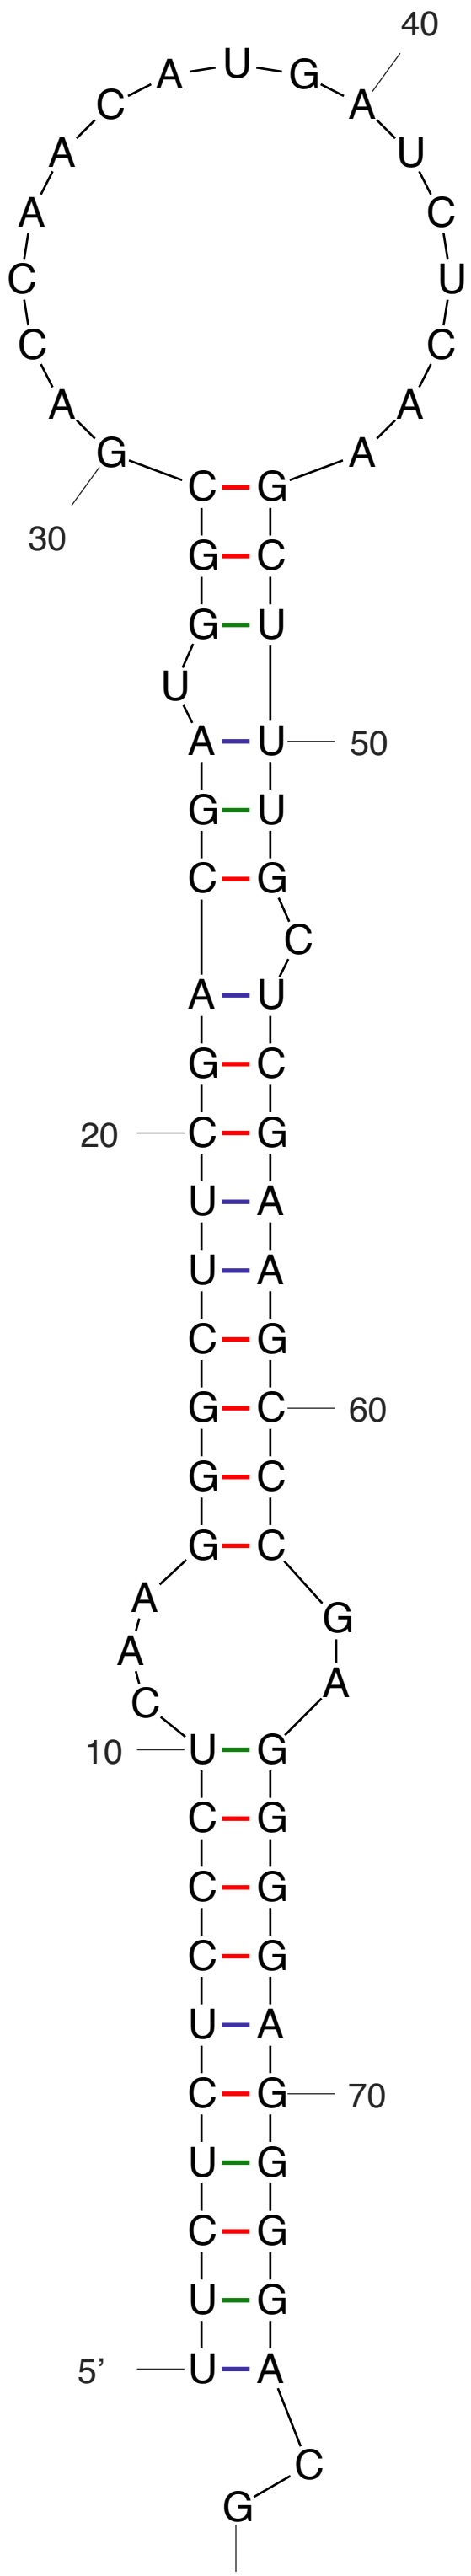

*dG = -36.40 [Initially -36.40] cme-miR4*

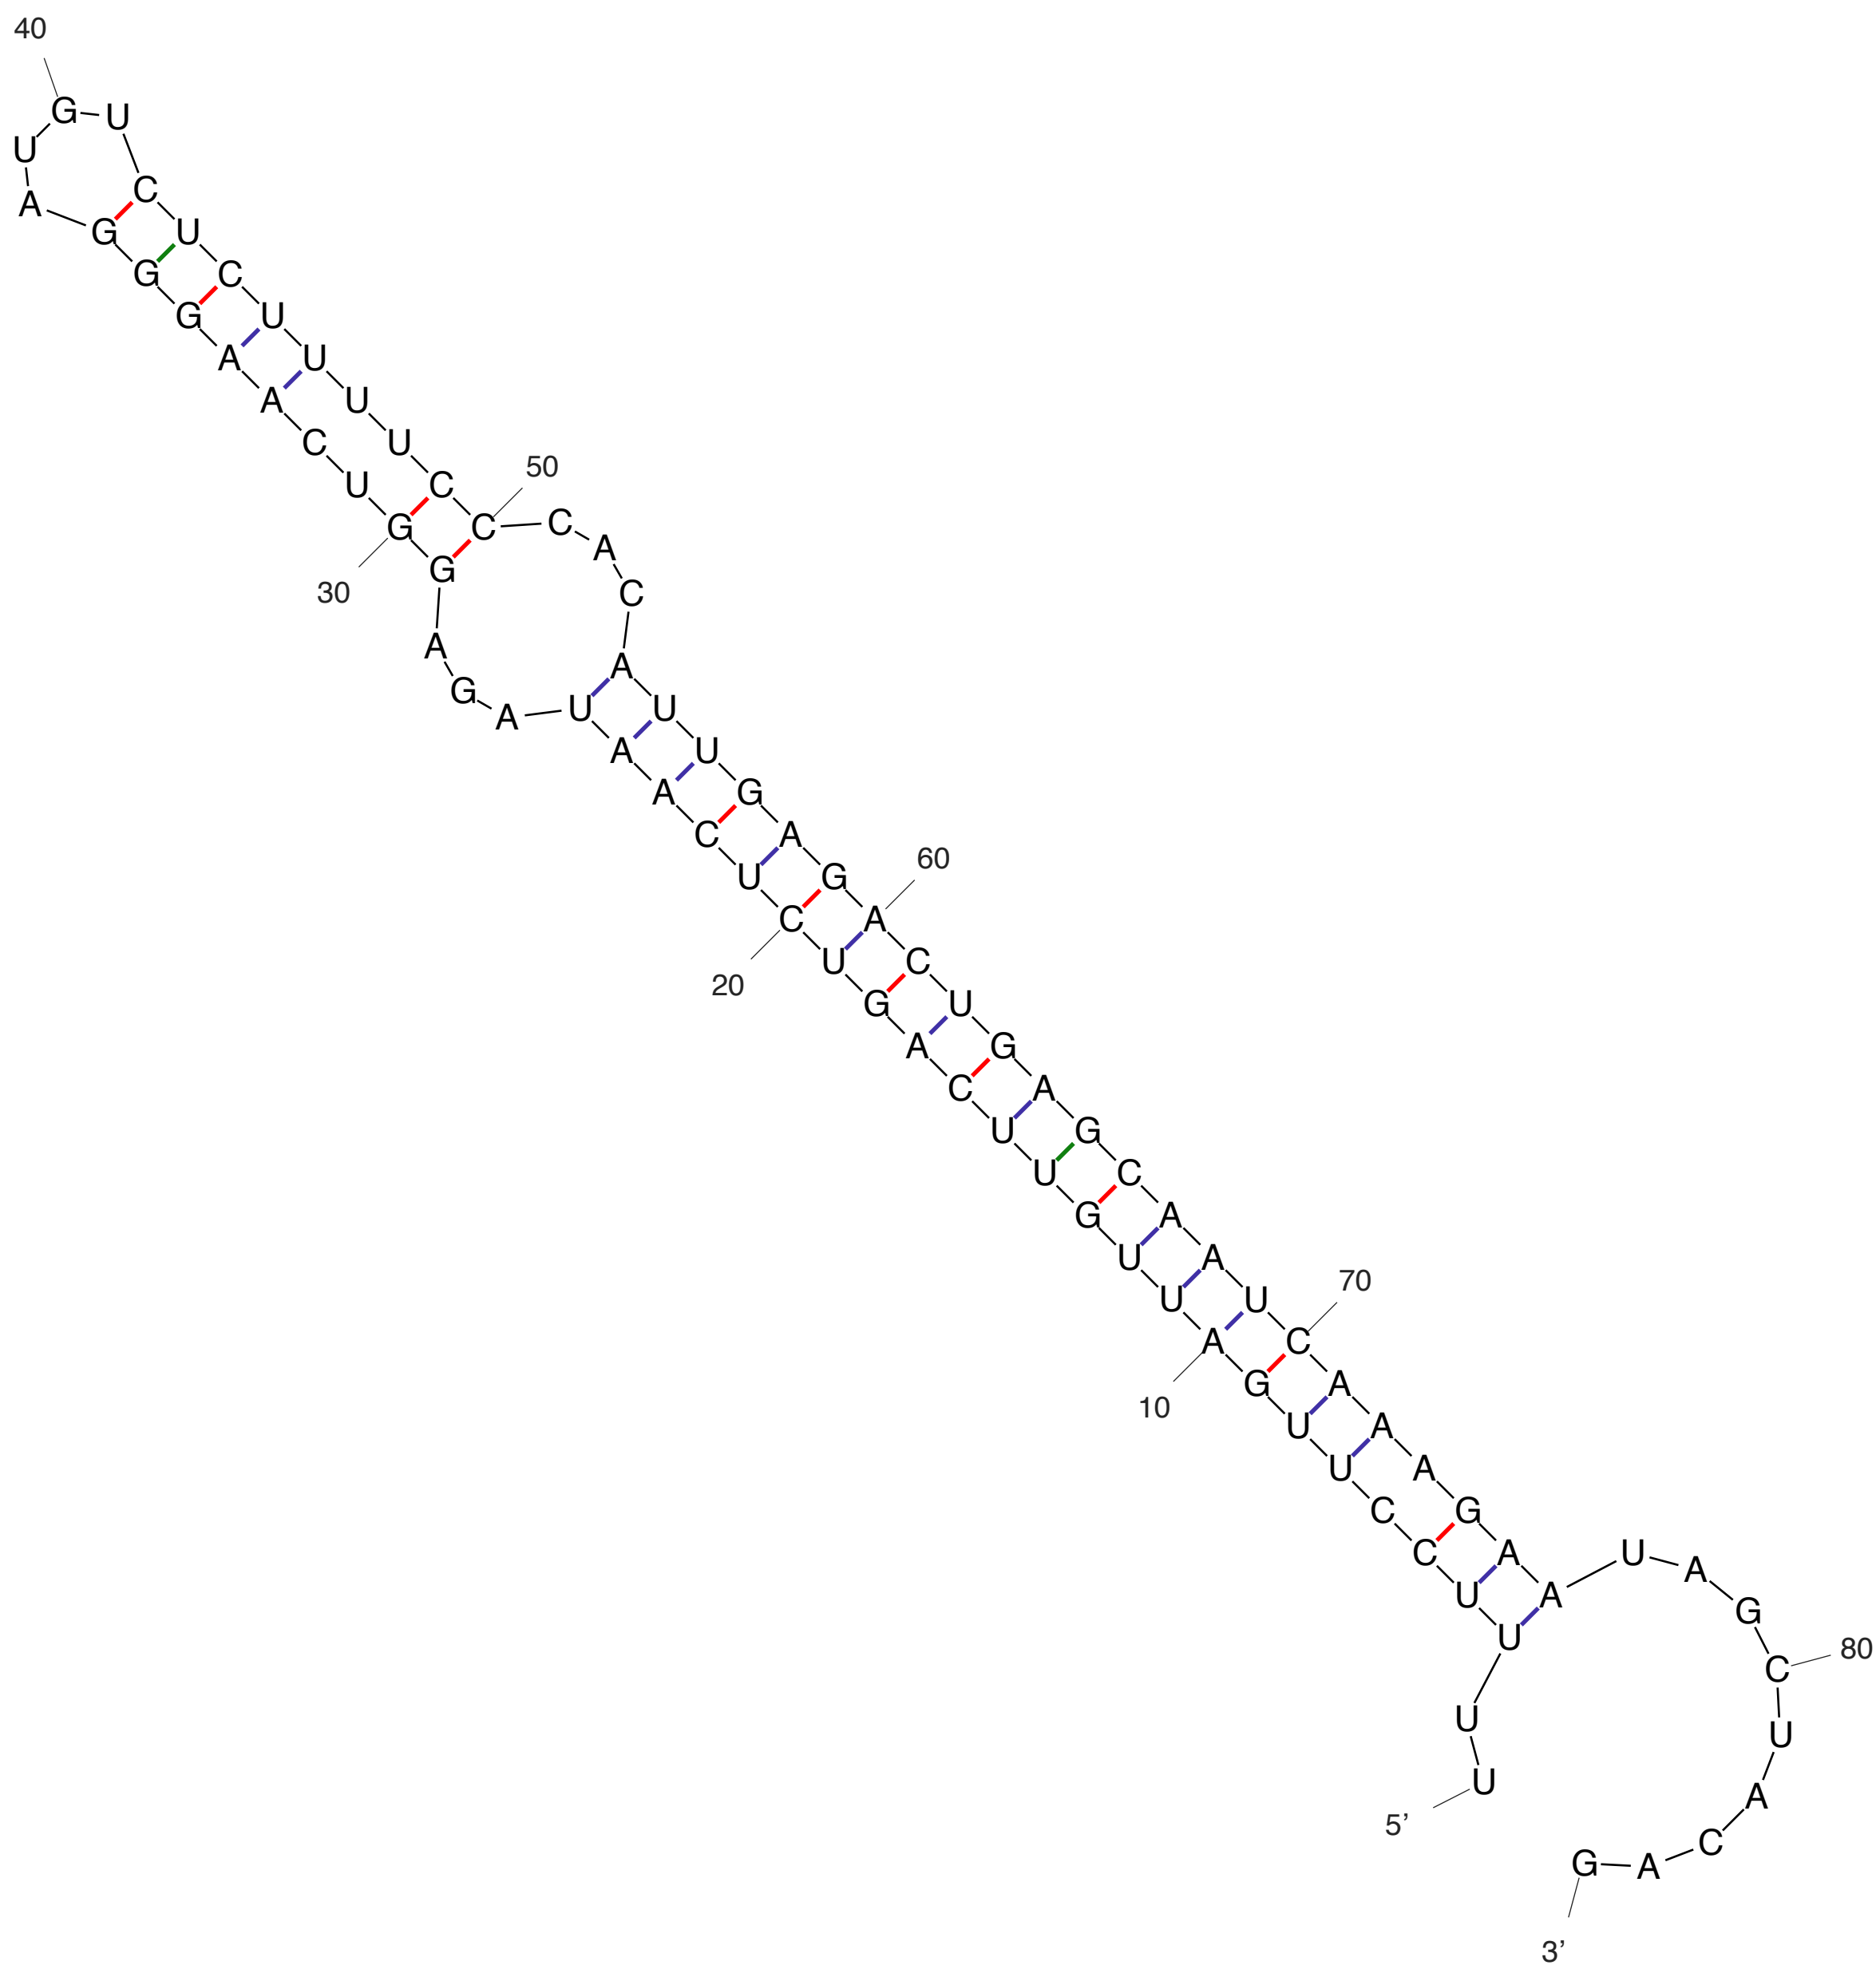

$dG = -37.50$  [Initially -37.50] cme-miR5

3'

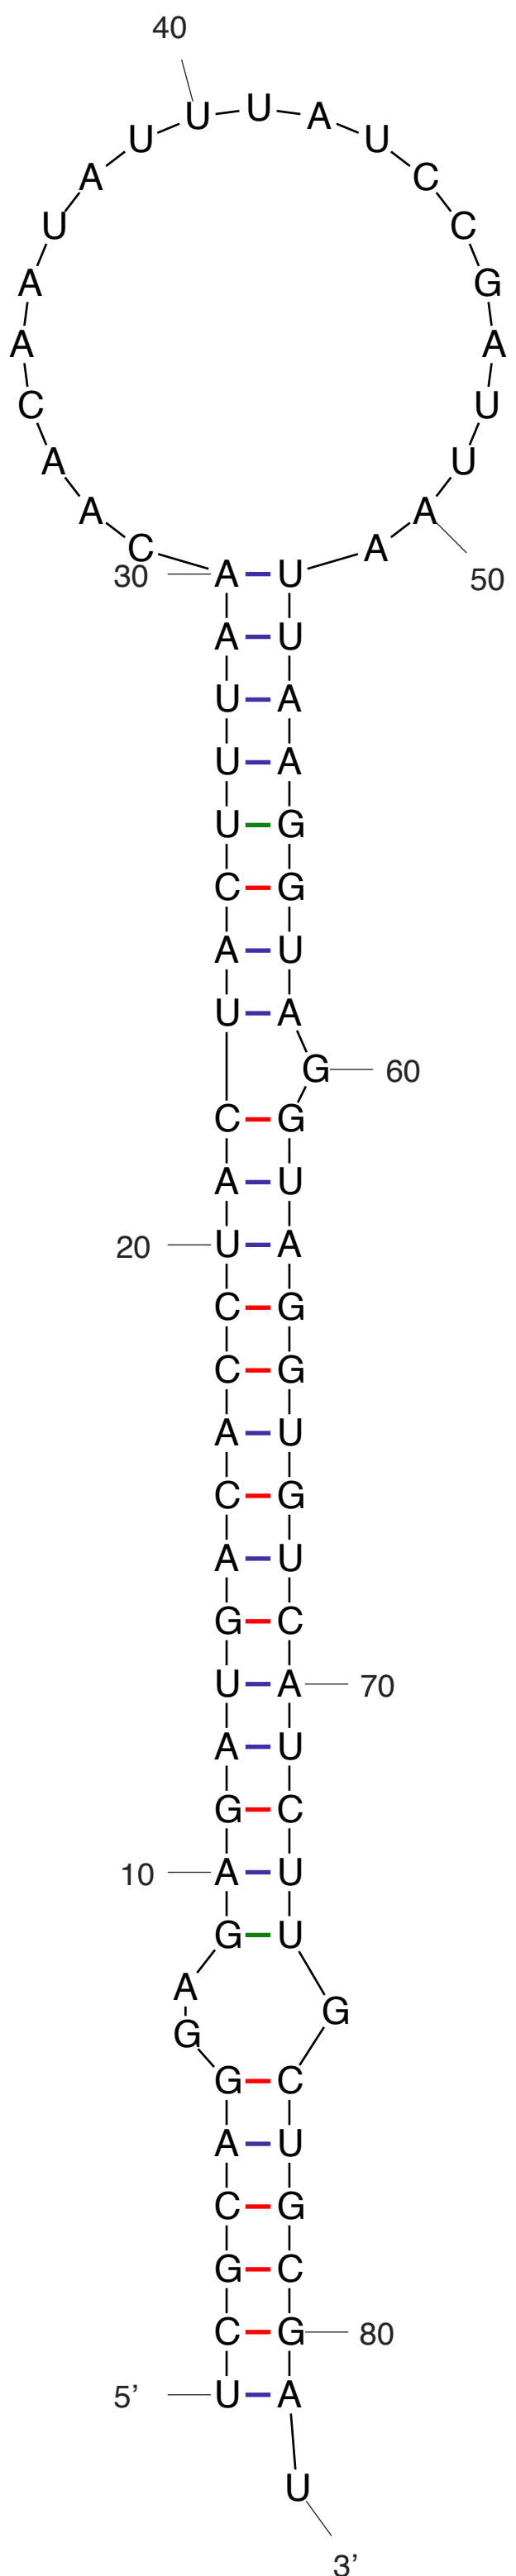

*dG = -38.10 [Initially -38.10] cme-miR7*

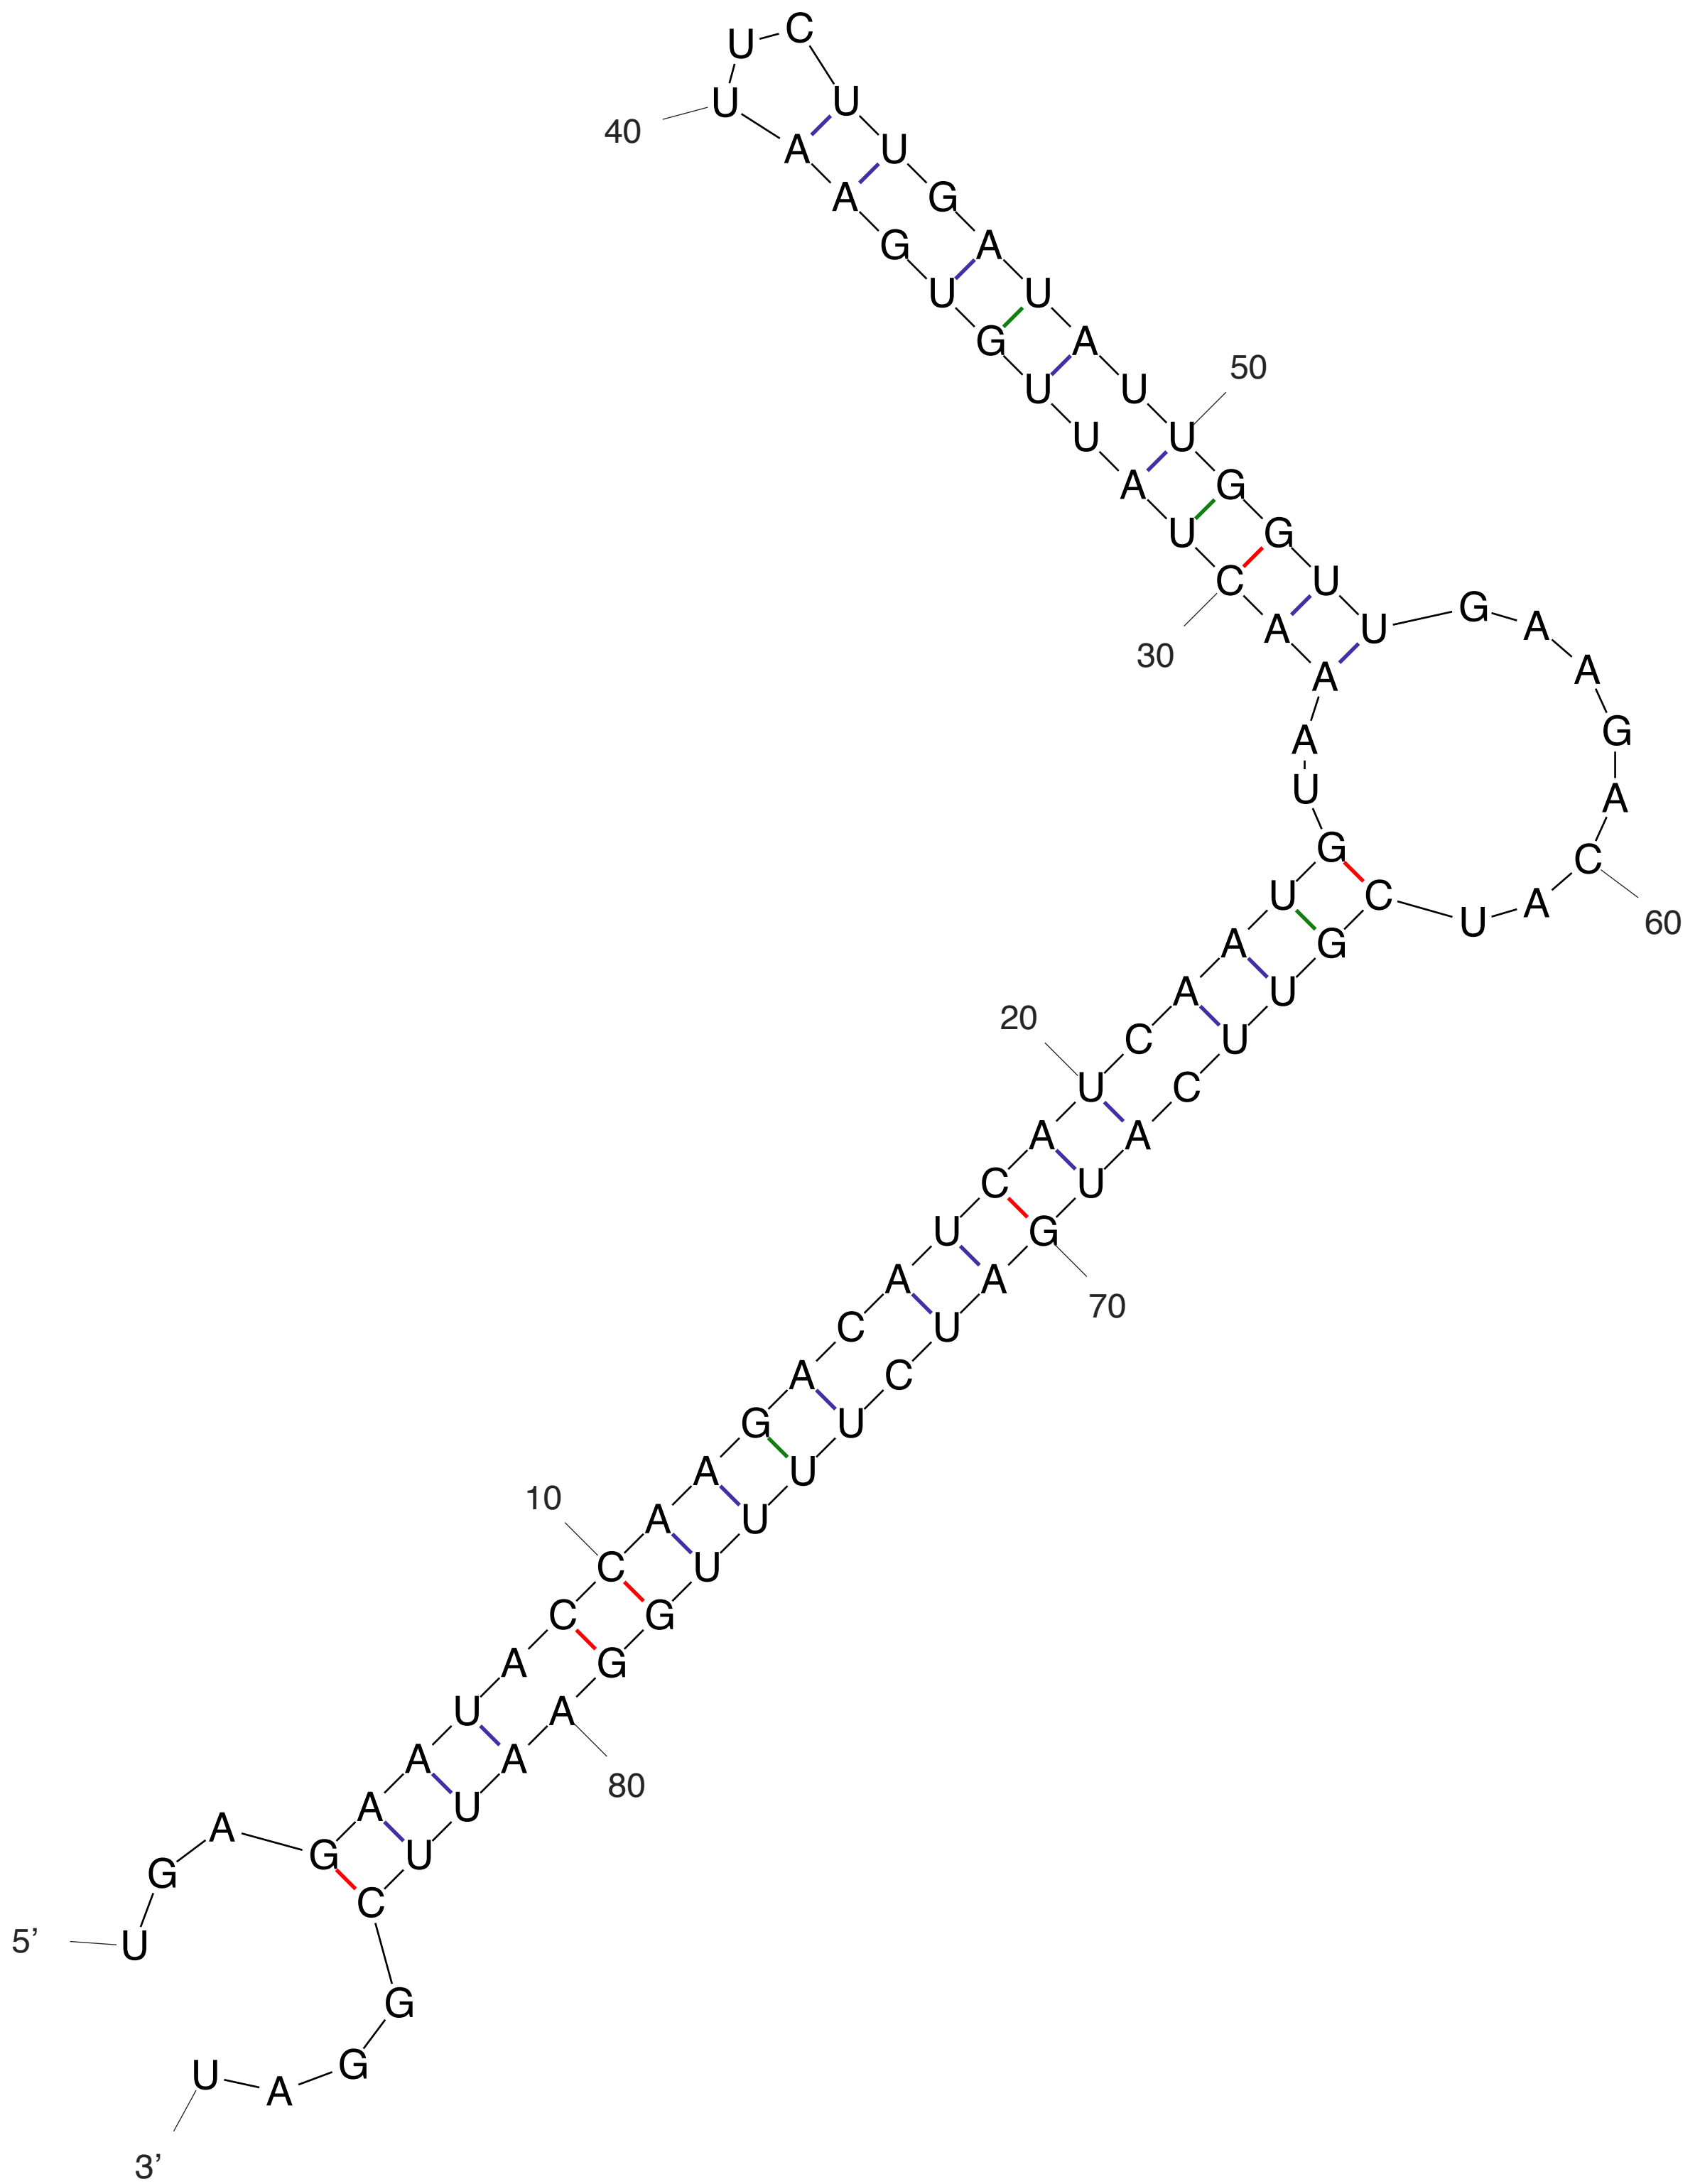

$dG = -18.50$  [Initially -18.50] cme-miR8

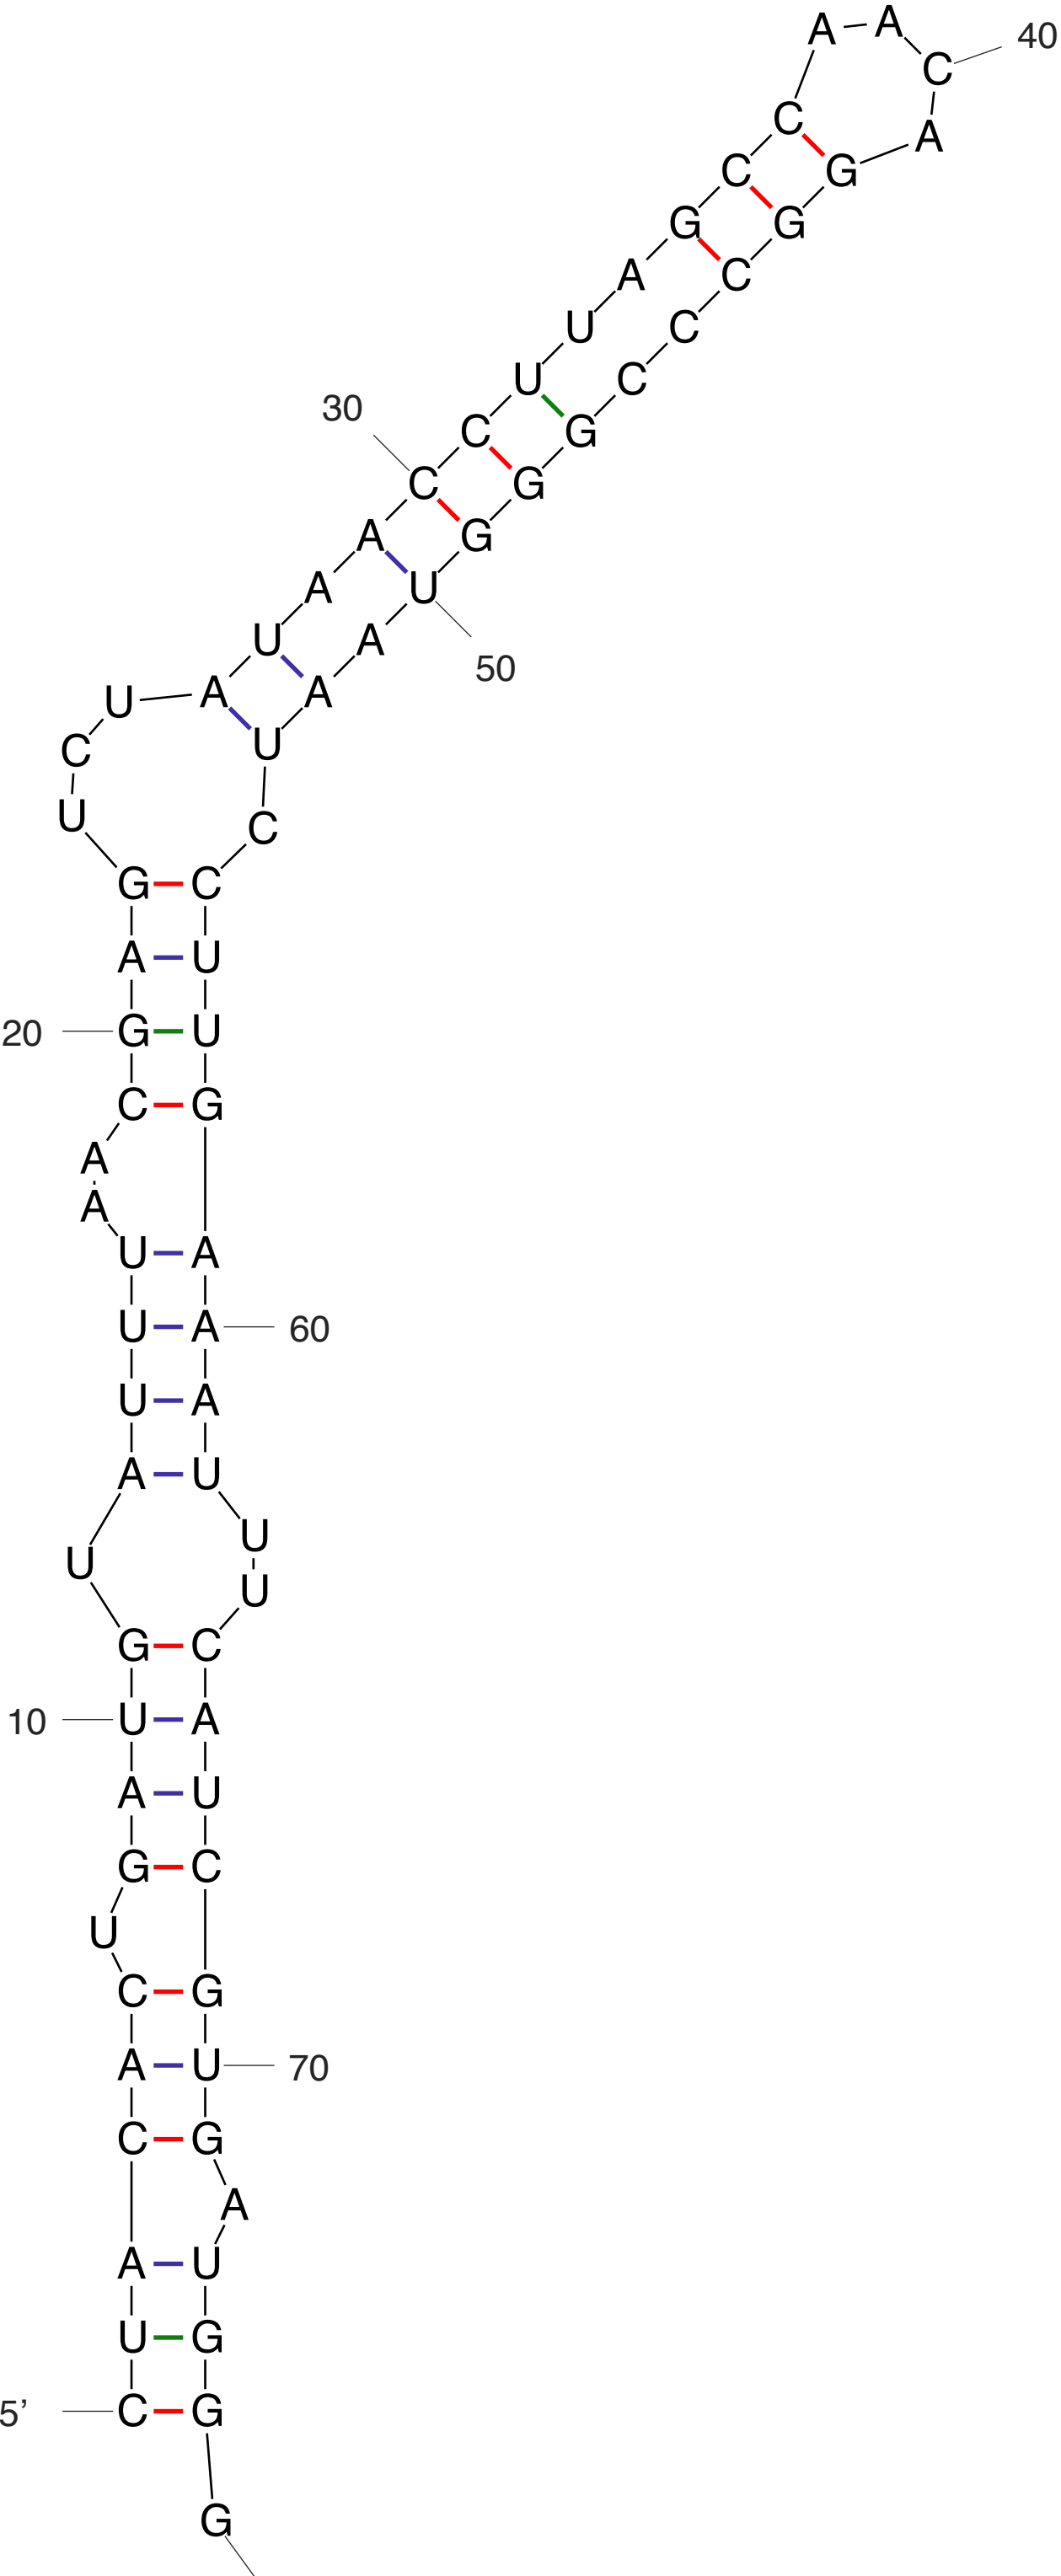

*dG = -18.00 [Initially -18.00] cme-miR9*

How the deposited data were processed for this re-analysis (not part of the article)

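Small RNA was measured in 8 mesocarp libraries of the Hami melon variety ‘Flavor No. 4’, at 10, 20, 30 and 40 days after flowering (DAF), with 1 library per stage in each of 2 batches. The suffix 1 or 2 of the library names was read as the first and the second batch, which were grown in different years, sequenced on different instruments and pooled from different numbers of fruits. For each library the authors removed adapters and low-quality reads, kept reads of small RNA length, discarded reads matching other RNA classes and matched the rest to mature plant miRNAs with up to 1 mismatch. The values deposited by the authors are TPM, which here are reads of a miRNA divided by a total read count of the library and scaled to a common total, without division by length. Names that share a mature sequence each carry the full value of that sequence.

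The table holds 116 names and 71 distinct mature sequences, and each sequence was kept once. 1 line of the table has an extra empty field, which was dropped. The TPM step of a single read was found from the low values of each library. All of these low values, 48 to 56 per library, were whole multiples of the step, and the total reads follow from the step. The totals were 314786, 360147, 410945 and 233130 reads at 10, 20, 30 and 40DAF in the first batch and 604436, 985264, 105077 and 134912 reads in the second. Values at or under 3 reads were treated as the floor, which is 9.53, 8.33, 7.30 and 12.9 TPM in the first batch and 4.96, 3.04, 28.6 and 22.2 TPM in the second. A fold against a stage whose libraries are all at or under the floor was computed against the floor as a lower bound. Such a bound does not allow for the counting error of few reads. For comparisons over both batches it used the means, so such a bound can rest mostly on 1 batch.

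Values were transformed to log2(TPM + 5) and fitted with limma 3.58.1 in R 4.3.3 with a mean-variance trend. A single model held the 4 stages. The pairwise comparisons of stages used an unadjusted p under 0.05 and a fold change over 1.5, the form of threshold that the paper used, and were also counted on Benjamini-Hochberg adjusted p values over the 71 sequences. The contrast of ripening (30 and 40DAF) with early stages (10 and 20DAF), and the contrast of the batches with the stage as a covariate, were counted on adjusted p values. A model with the batch as a block was fitted beside each comparison of stages, and the pairing of libraries in it is the sampling batch. Whether the change towards ripening differed between the batches was fitted with ripening or early, batch and their interaction. In that model the 2 stages of each kind within a batch stand as replicates. Exact permutation tests used all 35 splits of the libraries into groups of 4. The agreement of stages between batches was tested against all 24 matchings of first-batch with second-batch libraries. The correlation with qRT-PCR used 100000 permutations. It was set up for 15 points of 5 miRNAs, and the table holds 12 of them, for 4 miRNAs. The other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

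The sequences named in the text are those that the paper's text names, with the 3 of smallest p per direction past the adjusted threshold in the ripening and batch contrasts. The alternatives were pseudocounts of 1 and 20 TPM, a filter at a mean of 10 TPM, scaling each library on the families other than miR159 and miR396 or by the median ratio, using only the libraries of the stages compared, the batch as a block, counting every name, no mean-variance trend, voom weights from the read counts of the paper's tables, voom on reads recovered from the values, no stage covariate, and leaving out each library in turn. The limma steps were tested on simulated data with 71 sequences, of which 14 were changed by a log2 of 3, in 50 runs. On adjusted p values, 65% of the changed sequences were recovered between 40DAF and 10DAF, 82.1% between ripening and early stages and 79% between the batches, with 0.58, 0.5 and 0.8 false calls per run. The simulated noise was independent between libraries and held no read floor. Its spread came from a fit with the batch removed, and no batch effect was added to the stage contrasts. These rates therefore need not hold for the stage model on these libraries. The Hami melon-specific miRNAs, the target predictions and the raw reads were not analysed here.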

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

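The tests in this part were all chosen after the results were seen. In 40 groups of 4 libraries that were checked for a library far from the others, 0 were found, where chance gives about 2. The results below were found by a difference between the batches or as a signal outside the sequences that the paper reports.

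The change of miR396a/c/d from the early to the ripening stages differed between the batches by a log2 of 3.88 (adjusted p = 0.00214 in limma), with -4.11 in the first batch and -0.24 in the second, each between 2 libraries and 2. In this fit, used for all such differences in this part, the 2 early and the 2 ripening stages of a batch stood as replicates. Its p values thus do not measure the spread between fruits or seasons. The second-batch change depends on the scaling, with -1.98 on the other families and -1.26 by the median ratio. In the first batch miR396a/c/d was 29.0% and 32.1% of miR396b at 10 and 20DAF and 0.846% and 0.747% at 30 and 40DAF. In the second batch it was 1.32%, 2.16%, 0.984% and 1.67% at the successive stages. If reads of miR396b, which is 1 base apart, had been counted as miR396a/c/d at a fixed rate, the ratio would be alike in all libraries, but the highest was 43.0 times the lowest. A rate that differs between libraries was not tested, so the pattern cannot be told apart from it. A shift of last bases in the early first-batch libraries would also move other pairs that differ at the last base, and 0 of their 13 sequences had an adjusted p under 0.05 for the difference between the batches. As only 2 of the 71 sequences did, this decides little. At an unadjusted p under 0.05 there were 3 of the 13 and 14 of all 71. A shift moves reads between the members of a pair, as the opposite differences of miR396a/c/d and miR396b (-0.99) would have it, and the members differed in opposite directions in 2 of the 8 other pairs. This count depends on the scaling, with 3 on the other families and 4 by the median ratio, so the pattern cannot be told apart from such a shift. Scaling on the other families left a difference of 2.82 and scaling by the median ratio left 2.61. The lowest library had 366 reads. A mislabelled early library of the first batch is also not what the correlations show, since the early first-batch libraries had a mean r higher by 0.0711 with the early than with the ripening libraries of the second batch. Season, sequencer and number of pooled fruits all differ between the batches, and with 2 sequences whose change differed, the pattern cannot be told apart from any of them. A biological change with the season may be among them.

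miR7129, which the paper does not discuss, fell towards ripening in the first batch (log2 -1.33) and rose in the second (1.88), a difference of 3.21 (adjusted p = 0.0414 in limma). Scaling on the other families left 2.16 and scaling by the median ratio 1.95. The lowest library had 158 reads, so few reads are not an explanation. Of the 2 other 24 nt sequences, 0 had an adjusted p under 0.05. miR1863 had a difference of 3.92 (adjusted p = 0.0919) and miR7130 of 1.60 (adjusted p = 0.577), both in the same direction, so a class of 24 nt sequences cannot be told apart from a change of miR7129 alone. The second-batch rise depends on the scaling, with 0.14 on the other families and 0.86 by the median ratio. Season, sequencer and pooling were not separated here either.

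miR845, which is absent from S1 Table, was above 3 reads in 4 libraries, all of the second batch, and highest at 40DAF with 749 TPM (101 reads). It had 0 reads in each first-batch library. Library depth is not an explanation, because at the second-batch TPM of the same stages the first-batch libraries would have had 9.89, 19.7, 172.1 and 175 reads. It shares a stretch of 12 bases, GCTCTGATACCA, with miR1863, and this was the only pair with a stretch as long (1 of 2370 pairs of sequences of different families), so a relation between these sequences cannot be excluded. The sequencer or read layout of the second batch could also produce such a pattern. While 0 other sequences were above 3 reads in every library of one batch and at 0 in the other, miR858 (0 to 3 reads in the first-batch libraries and 8 to 28 in the second) and miR1863 (0 to 1 and 3 to 50) come near it, and S1 Table lists at most 2 and 4 reads of them in a second-batch library. The pattern thus cannot be told apart from an effect of the sequencer or processing of the second batch, nor from biological differences between the batches, which are the season and the fruits sampled (3 pooled fruits against 1).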

How the results depend on the processing

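The alternatives were set before the data were examined, except voom on the reads recovered from the values, the counts with each library left out, the correlation with the sRNA-seq values of S6 Table, the batch directions by the reads of S1 Table and the miRNA reads as a percent of clean reads, which were chosen after seeing the data. The edgeR test on recovered reads, set for values with enough low entries to check for whole reads, was not run, and the share of TPM from Hami melon-specific miRNAs was not analysed here.

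Of 42 log2 fold changes of named miRNAs, 39 had the same sign under every alternative that used all libraries of the comparison. Over 439 values with a test, 386 kept the direction and the side of the threshold, 23 were no longer past it, 25 were newly past it and 5 reversed. The 5 were differences between the batches close to 0. By the median ratio, miR159a changed to 0.26, miR159b to 0.44 and miR396e to 0.49, and scaled on the families other than miR159 and miR396, miR159b changed to 0.11 and miR396e to 0.16. Of 248 values with a library left out, 239 had the main sign and 9 did not. Of 143 alternatives for counts and correlations, 107 stayed near the main value.

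Between 20DAF and 10DAF, where 5 sequences were called, only the libraries of the 2 stages gave 2 and voom on recovered reads 3. Between 30DAF and 10DAF (10 called), counting every name gave 17. Between 40DAF and 10DAF (16 called), only the libraries of the 2 stages gave 9. Between 30DAF and 20DAF (4 called), scaling on the other families gave 7, only the libraries of the 2 stages 8, every name 10 and no mean-variance trend 8. Between 40DAF and 30DAF (7 called), only the libraries of the 2 stages gave 4, every name 15 and voom on recovered reads 4. In any comparison (24 called), every name gave 38. On adjusted p values in any comparison (5 called), scaling on the other families gave 8 and only the libraries of the 2 stages 2. For these counts the cause was not tested, apart from names that share a sequence.

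Between ripening and early stages (4 called on adjusted p values), a pseudocount of 1 TPM gave 2 and scaling on the other families 7. miR164c/d and miR159b were called under each alternative that kept all libraries. Across the 8 fits that each left out a library, the count went from 0 to 4, with 11 to 19 at an unadjusted p under 0.05, and 5 of the 8 gave 0. Between the batches (2 called), a pseudocount of 20 TPM gave 0 (12 at an unadjusted p under 0.05), scaling on the other families 5, the median ratio 5 and voom weights from the counts of the paper's tables 1. Each fit without a library gave 0, with 6 to 19 at an unadjusted p under 0.05. Scaling on the other families moved the median change towards ripening of all sequences by -0.61, and the unadjusted calls went from 12 higher and 6 lower to 3 higher and 14 lower. The median ratio moved it by -0.19 (9 higher, 7 lower), and the batch median by 0.32. Directions of small changes are relative to these shifts. In the first batch the other families rose from 10204 TPM at 10DAF to 17728 TPM at 40DAF, and miR164c/d within them from 581 to 9840 TPM. In the second they rose from 6234 to 26247 TPM, and miR164c/d from 87.7 to 10310 TPM. Scaling on them thus follows miR164c/d in large part. The sequences carried a mean of 72.8% of the TPM total in the first batch and 46.55% in the second, which lowers the second-batch values. No further cause was tested.

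The excess correlation of same-stage libraries, 0.0386, was -0.00637 on linear TPM (exact p = 0.708) and 0.0298 to 0.0505 across the fits that each left out a library. The correlation with qRT-PCR was 0.488 without the 2 points farthest from the median. For both the cause was not tested. The share of 21 nt sequences fell to 79.6% without the miR159 and miR396 families, which carry most of the TPM.

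Depth limits the comparisons most in the second-batch libraries of 30 and 40DAF, where 3 reads are 28.6 and 22.2 TPM. Of the 52 calls over the 6 comparisons of stages, 3 were between stages at or under 3 reads in all libraries, and 11 had 1 such stage, for which a fold is a lower bound.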

Differences from the paper's values

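The library totals behind the TPM values were 314786, 360147, 410945 and 233130 reads at 10, 20, 30 and 40DAF in the first batch, against the paper's 4703776, 5218976, 5692948 and 3800695 clean reads. In the second batch they were 604436, 985264, 105077 and 134912 reads, against the paper's 5303174, 6379195, 3766406 and 5443842 clean reads. The first-batch totals were 0.998 to 0.999 times the reads of S1 and S3 Table summed over all names, and the second-batch totals 1.05 to 1.28 times, so they are not totals of clean reads. No alternative was set for them.

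In the following, a count is said to come within range of the paper's when neither is more than 1.5 times the other, and a log2 fold change when the 2 values are apart by no more than the residual SD of the replicates, which can still leave them far apart. Between 20DAF and 10DAF 5 sequences were called, against the paper's 2. Of the alternatives set before the data were examined, only the libraries of the 2 stages (2) and counting every name (5, against the paper's 4 names) came within range, and the others did not. Voom on recovered reads, chosen after seeing the values, gave 3. Between 30DAF and 20DAF 4 were called, against the paper's 9. Here a pseudocount of 1 TPM (6), scaling on the other families (7), the median ratio (6), only the libraries of the 2 stages (8), every name (10), no mean-variance trend (8) and voom weights from the counts of the paper's tables (6) came within range, and the other alternatives did not. The correlation with qRT-PCR was 0.627 over 12 points, against the paper's 0.54, and none of the alternatives set before the data were examined gave the paper's value. The 15 points of both methods in S6 Table, a calculation chosen after seeing the values, give 0.540.

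Of 48 fold changes in S5 Table that were compared, 48 had the same sign, 10 were compared as lower bounds, and 11 were apart by more than the spread of replicates, all 11 smaller here. From 10 to 30DAF, the log2 fold change of miR172e was -3.46 against the paper's -5.97, and of the alternatives only scaling on the other families (-4.48) came within range. From 20 to 30DAF, miR172e had -1.75 against the paper's -3.91, within range only with scaling on the other families (-2.53). miR159b had -1.57 against the paper's -2.36, miR319a/b -1.67 against the paper's -2.84 and miR319c/d -1.15 against the paper's -1.92. For these 3, scaling on the other families (-2.57, -2.67 and -2.15) and the median ratio (-2.05, -2.15 and -1.63) came within range and the other alternatives did not.

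From 10 to 40DAF, miR156b had 2.73 against the paper's 3.21, within range with a pseudocount of 1 TPM (2.80), with voom weights from the counts of the paper's tables (2.85) and with voom on recovered reads (2.94), the last chosen after seeing the values. miR156e had 3.26 against the paper's 4.21 and miR169k 2.47 against the paper's 3.63, and from 20 to 40DAF miR156e had 3.60 against the paper's 4.78. None of the alternatives came within range for these 3. From 20 to 40DAF, miR156g/h had 4.37 against the paper's 5.50 and miR169k 3.55 against the paper's 4.46. A pseudocount of 1 TPM (4.97 and 4.34) came within range for both, as did voom on recovered reads (5.30 and 4.21), which was chosen after seeing the values, and the other alternatives did not.

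Some statements differ in direction. The paper has miR159a at 40DAF higher in the first batch, where the values are 186874 TPM in the first and 194364 TPM in the second. It has miR396b at 20DAF higher in the second batch, where the values are 308685 TPM in the first and 215164 TPM in the second. For miR396e it has the second batch higher at 10 and 20DAF and lower at 30DAF, and the values are 562, 305 and 311 TPM in the first batch and 489.7, 294 and 381 TPM in the second. The unscaled reads of S1 Table, a comparison chosen after seeing the values, have the paper's direction at each of these points. They are 63913 and 35853 in the first and second batch for miR159a at 40DAF, 119967 and 422073 for miR396b at 20DAF, and 179 and 365, 112 and 368, and 128 and 53 for miR396e at 10, 20 and 30DAF. Scaled like TPM on the S1 and S3 Table reads, also chosen after seeing the values, the direction was the paper's for miR396b at 20DAF and for miR396e at 10 and 20DAF only. The paper clusters the second-batch library of 20DAF with the 30DAF samples, whereas here it merged first with the second-batch library of 10DAF, with r = 0.943 to 3 digits for both that library and the second-batch library of 30DAF. The paper has the total counts of conserved miRNAs higher at 20 and 30DAF than at the other stages, and the recovered reads summed over both batches were 452945, 612198, 416219 and 270617 at 10, 20, 30 and 40DAF. For the shares of 22, 23 and 24 nt sequences the values here were 4.41%, 1.47% and 4.41% of the sequences of S1 Table, against 1 to 3% in the paper.

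Not called here were 23 of the 48 changes compared with S5 Table, which leave out 40DAF against 30DAF, and the fall of miR166g from 30 to 40DAF in the paper's text. These 24 are given with their log2 fold changes. Under at least 1 alternative 15 were called. Called with scaling on the other families: miR167c 30DAF against 20DAF (-1.88), miR168 40DAF against 10DAF (-2.56), miR169f/h 40DAF against 10DAF (-2.20), miR319a/b 30DAF against 10DAF (-1.07), miR396a/c/d 40DAF against 10DAF (-2.10) and miR396a/c/d 40DAF against 20DAF (-2.23). Called with scaling on the other families and the median ratio: miR167c 40DAF against 20DAF (-2.12), miR319c/d 30DAF against 10DAF (-1.24) and miR393a/b/c 30DAF against 10DAF (-0.94). Called with the batch as a block and voom weights from the counts of the paper's tables: miR169t 40DAF against 20DAF (1.68). Called with scaling on the other families, the median ratio and only the libraries of the 2 stages: miR319a/b 30DAF against 20DAF (-1.67) and miR319c/d 30DAF against 20DAF (-1.15). Called with scaling on the other families, the median ratio, only the libraries of the 2 stages and the batch as a block: miR398a 40DAF against 10DAF (-3.42). Called with scaling on the other families, the median ratio and the batch as a block: miR398a 40DAF against 20DAF (-3.11). Called with a pseudocount of 20 TPM, the median ratio and the batch as a block: miR530b 40DAF against 10DAF (2.06). Under none of the alternatives were 9 called: miR166g 40DAF against 30DAF (-1.72), miR169f/h 20DAF against 10DAF (-1.88), miR169t 40DAF against 10DAF (1.53), miR172e 30DAF against 20DAF (-1.75), miR172e 40DAF against 20DAF (-1.83), miR396a/c/d 30DAF against 10DAF (-2.12), miR396a/c/d 30DAF against 20DAF (-2.25), miR397 30DAF against 20DAF (-1.88) and miR398b 30DAF against 20DAF (2.42).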

Other observations

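The tests in this part were all chosen after the results were seen. For the ripening contrast, a fit of 2 groups of 4 libraries gave 2 sequences on adjusted p values and 17 on unadjusted ones. Of the 18 splits with 2 first-batch libraries on each side, 1 gave as many adjusted calls, which is the real split, and the others gave at most 0 adjusted and 6 unadjusted calls. With 18 splits a share under 0.05 cannot be reached, so chance is not excluded. Of all 35 splits, 2 gave as many adjusted calls, the other being the split by batch, with 11 unadjusted calls. The splits outside the 18 do not balance the batches. For the contrast of the batches, 1 of the 8 splits that part every stage gave as many adjusted calls, the real one, with 13 unadjusted calls against at most 9 in the others. With 8 splits chance is not excluded either.

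In the second batch the recovered reads of miR396b were fewer than in S1 Table. Counting both reads of each pair in S1 Table would lower the ratio for most sequences alike, but over 91 second-batch values with at least 20 reads in S1 Table the median ratio of recovered to listed reads was 1. A ratio under 0.75 in all 4 second-batch libraries was found for 4 sequences, which do not form a single pattern. miR396b (0.502 to 0.503) and miR319a/b (0.507 to 0.510) were lowest in the second batch, and in the first were at 0.927 to 0.999 and near 1. miR159a and miR164c/d were low in both batches, with 0.562 to 0.697 and 0.681 to 0.763 in the first and 0.717 to 0.746 and 0.682 to 0.697 in the second. The median does not exclude a doubling of miR396b and miR319a/b alone. No biological explanation was tested.

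miR156a/c/d/i and miR156f rose in sRNA-seq and fell in qRT-PCR relative to 10DAF. If the qRT-PCR had measured the whole miR156 family, the family sum would fall as well, but it was 2.73, 6.26 and 12.7 times its 10DAF value at 20, 30 and 40DAF, and it did not lie on the qRT-PCR side of 10DAF at any of these stages (0 of 6 points, as each of the 3 sums is set against both miRNAs). Scaling on the families other than miR159 and miR396 put 1 of 6 points on that side. Neither explanation accounts for the pattern, the reads behind it are few, and no biological explanation was tested.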
